# Silencing *miR-146a-5p* Protects against Injury-Induced Osteoarthritis in Mice

**DOI:** 10.3390/biom13010123

**Published:** 2023-01-07

**Authors:** Haocheng Qin, Cuicui Wang, Yonghua He, Aiwu Lu, Tiandao Li, Bo Zhang, Jie Shen

**Keywords:** osteoarthritis, articular chondrocyte, inflammation, *miR-146a-5p*

## Abstract

Osteoarthritis (OA), the most prevalent joint disease and the leading cause of disability, remains an incurable disease largely because the etiology and pathogenesis underlying this degenerative process are poorly understood. Low-grade inflammation within joints is a well-established factor that disturbs joint homeostasis and leads to an imbalance between anabolic and catabolic processes in articular cartilage; however, the complexity of the network between inflammatory factors that often involves positive and negative feedback loops makes current anti-cytokine therapy ineffective. MicroRNAs (miRNAs) have emerged as key regulators to control inflammation, and aberrant miRNAs expression has recently been linked to OA pathophysiology. In the present study, we characterized transcriptomic profiles of miRNAs in primary murine articular chondrocytes in response to a proinflammatory cytokine, IL-1β, and identified *miR-146a-5p* as the most responsive miRNA to IL-1β. *miR-146a-5p* was also found to be upregulated in human OA cartilage. We further demonstrated that knockdown of *miR-146a-5p* antagonized IL-1β-mediated inflammatory responses and IL-1β-induced catabolism in vitro, and silencing of *miR-146a* in chondrocytes ameliorated articular cartilage destruction and reduced OA-evoked pain in an injury-induced murine OA model. Moreover, parallel RNA sequencing revealed that differentially expressed genes in response to IL-1β were enriched in pathways related to inflammatory processes, cartilage matrix homeostasis, and cell metabolism. Bioinformatic analyses of putative *miR-146a-5p* gene targets and following prediction of protein–protein interactions suggest a functional role of *miR-146a-5p* in mediating inflammatory processes and regulation of cartilage homeostasis. Our genetic and transcriptomic data define a crucial role of *miR-146a-5p* in OA pathogenesis and implicate modulation of *miR-146a-5p* in articular chondrocytes as a potential therapeutic strategy to alleviate OA.

## 1. Introduction

Osteoarthritis (OA) is the most prevalent musculoskeletal disease in the Medicare population and has reached epidemic proportions not only in the United States but also worldwide [1,2]. Despite many well-characterized risk factors, effective disease-modifying therapeutics for treatment of OA are currently not available due to limited understanding of the disease cause and pathogenesis; as such, pain relief medications and surgical joint replacement remain the major treatments for advanced OA [1,3].

Although OA is currently viewed as a whole-joint disorder, articular cartilage degeneration remains the primary pathological change in altering joint function. The imbalance between anabolic and catabolic responses at cellular and molecular levels contributes to the etiology of OA, shifting normal cartilage homeostasis towards a catabolic state [4]. A number of factors have been implicated to participate in this process. Several growth factors that favor anabolic actions, such as TGFβ and IGF-1, have been identified as essential regulators for maintaining cartilage function and integrity [5,6,7]. In contrast, proinflammatory cytokines, particularly IL-1β and TNF-α, are detrimental and trigger a series of catabolic activities, leading to loss of tissue homeostasis and degradation of articular cartilage [8,9]. Due to their abilities to induce a variety of signaling pathways and significant proinflammatory and catabolic effects in promoting the progression of OA, suppression of these cytokines have been studied as a potential therapeutic treatment of OA and to prevent progressive cartilage loss. However, the desired effects of stopping OA progression are not achieved by simply blocking a single proinflammatory cytokine [10,11,12]. Considering the common signaling pathways activated by different cytokines, the negative results obtained from anti-cytokine therapy led to the notion that identification of the effector molecules in inflamed cartilage may be crucial for discovering effective therapeutics and improving current treatments for OA.

Recently, microRNAs (miRNAs), a family of non-coding small RNAs, which regulate gene expression through targeting mRNAs for degradation or translational repression [13], have received increasing attention in regulating cartilage function and homeostasis [14,15,16,17]. It has become apparent that aberrant miRNA expression is associated with the OA pathologies, and the breadth of knowledge is continuously expanding. Indeed, using a literature search and study selection with certain criteria, Stanciugelu et al. showed that, in the last decade, a total of 54 differentially expressed miRNAs have been identified in human OA chondrocytes and/or cartilage [18]. Additionally, studies from animal models have demonstrated several miRNAs to be regulated by certain risk factors of OA, including excess mechanical stress, joint injury, and inflammation [19,20,21,22,23,24]. On the other hand, miRNAs have been highlighted in the post-transcriptional regulation of inflammatory mediators in a variety of disease processes, including OA [15,17,18]. Despite the correlative evidence linking dysregulated mRNA expression to OA, the role of miRNAs in the pathogenesis of OA remains yet to be elucidated. In the present study, we sought to examine how miRNAs are regulated in response to inflammation in articular chondrocytes and define their role in articular cartilage homeostasis.

Here, we used high-throughput microRNA sequencing (miRNA-Seq) to profile miRNA expression in primary murine articular chondrocytes in response to IL-1β. Of the 534 miRNAs profiled, the miRNA showing the greatest fold change was *miR-146a-5p*, which was upregulated by approximately four-fold by IL-1β. In vitro and ex vivo studies revealed that knockdown of *miR-146a-5p* suppressed IL-1β-mediated NF-κB activation and alleviated the imbalance between anabolism and catabolism caused by inflammation. We further investigated the cartilage-specific role of *miR-146a* in the pathophysiology of OA using genetic approaches combined with an injury-induced OA model in mice. Our in vivo data suggest a protective effect of *miR-146a* inhibition against OA, as evidenced by reduced inflammation, less cartilage degradation, and preserved tissue integrity. In addition, through an integrated analysis by combining gene expression profiling from high-throughput RNA sequencing (RNA-Seq) with a bioinformatics approach, our data highlighted the functional association of *miR-146a-5p* with genes and pathways involved in inflammation and cartilage matrix homeostasis. Collectively, our work provides comprehensive transcriptome-wise analyses of regulatory *miR-146a-5p* and its cartilage-specific regulation of mRNAs, and it implicates modulation of *miR-146a-5p* as a potential therapeutic strategy for OA.

## 2. Material and Methods

### 2.1. Mice and Human Tissues

All animal studies were performed in accordance with approval of the Committees on Animal Resources in Washington University in St. Louis. *Agc1Cre^ERT2^* mice [25] (JAX, #019148) and *miR-146a* floxed mice [26] (miR-146a^f/f^, JAX, #034342) were purchased from Jackson Laboratory (Jackson Laboratory, Bar Harbor, ME, USA). *miR-146a^f/f^* and *Agc1Cre^ERT2^;miR-146a^f/f^* mice were viable and produced in Mendelian ratios. Meniscal ligament injury (MLI) surgery was introduced unilaterally in the right knee joints of *miR-146a^f/f^* and *Agc1Cre^ERT2^;miR-146a^f/f^* male mice at 3 months of age as previously documented [27]. At 4 weeks post-surgery, tamoxifen was administered via intraperitoneal injection daily at a dose of 1 mg/10 g body weight for 5 consecutive days to examine any disease-modifying effect of *miR-146a* deletion on injury-induced OA progression.

Human cartilage tissue collection was approved by the Washington University Human Research Protection Office (IRB #201104119). Healthy articular cartilage tissues were provided by National Disease Research Interchange. OA articular cartilage tissues were obtained from patients undergoing total knee arthroplasty at Barnes-Jewish Hospital.

### 2.2. Histological Analyses

Mouse knees were collected at indicated time points and subjected to fixation, decalcification, processing, and sectioning. Knee sections were stained with safranin-O/fast green to analyze phenotypical changes in joints. Histological scoring of OA-like changes in the medial femoral condyle and tibial plateau of the knee joints were performed using the established Osteoarthritis Research Society International (OARSI) scoring system (score, 0–6) [28]. Immunohistochemistry staining for Col2a1 (1:100, Thermo Fisher Scientific, Waltham, MA, USA, #MS235-P), phospho-p65 (1:100, Cell Signaling, Danvers, MA, USA, #3033), Mmp13 (1:200, Abcam, Cambridge, UK, #ab39012), and Prg4 (1:200, Abcam, #ab28484) was conducted on paraffin sections following appropriate antigen retrieval methods. Signals were developed with DAB reagents (Vector Laboratories, Burlingame, CA, USA, #SK-4100) and counterstained with methyl green. Three sections of each specimen were examined for all histological analyses. Fluorescent in situ hybridization (FISH) specific for *miR-146a* was performed on paraffin sections of human cartilage specimens. In brief, the cartilage specimens were fixed by 4% paraformaldehyde for 20 min, followed with 15 min Proteinase K (10 μg/mL) incubation. Biotin-labeled probe (5′-TGA GAA CTG AAT TCC ATG GGT T-3′) was used for overnight incubation. After strevidine-HRP incubation, Tyramide 594 kit (Thermo Fisher Scientific, Waltham, MA, USA, #B40944) was used to develop fluorescence.

### 2.3. Micro-CT Analyses

Micro-CT analyses were performed on mouse knee joints prior to decalcification using a VivaCT 40 scanner. Briefly, the tibia was scanned from the knee to the connection at the fibula using a protocol consisting of high-resolution X-Ray energy settings of 55 kV and 145 μA and integration time of 300 ms. Parameters of subchondral bone, including tissue volume and bone volume, were measured using Scanco analysis software. For the knee joints that experienced MLI injuries, analyses were focused on the medial tibial plateau in order to reveal more apparent pathological changes.

### 2.4. Pain Studies

Electronic Von Frey (Bioseb, Pinellas Park, FL, USA, #Bio-EVF4) was used to determine the mechanical sensitivity threshold in mice post-MLI surgeries. The central area of murine hind paws was pressed against the electronic probe to induce nociceptive pain, and the intensity of the stimulus was automatically recorded when the paws were withdrawn. OA-evoked pain was further assessed using a Small Animal Algometer (SMALGO; Bioseb, Pinellas, FL, USA, #Bio-SMALGO). Progressive force was applied on the electronic probe against both uninjured and injured knees, and the force was automatically documented until the limbs were withdrawn. Maximum force was limited to 450 g to avoid damage of knee joints. For both Von Frey and SMALGO assays, each mouse was measured three independent times and then averaged as a readout.

### 2.5. Primary Articular Chondrocyte and Articular Cartilage Explant Cultures

Human articular chondrocytes were isolated from healthy donors and total knee replacement patients. Briefly, articular cartilages were dissected into small pieces and digested for 90 min by 0.4% pronase (Roche, Indianapolis, IN, USA, #10165921001) and 14 h by 0.035% collagenase P (Roche, #11249002001). Following filtering, human articular chondrocytes were seeded in high-glucose DMEM (Thermo Fisher Scientific, #10569010) with 10% FBS (Gibco, New York, NY, USA, #10437) at the density of 10^5^ cells/cm^2^.

Murine articular chondrocytes were isolated as previously described [29] with modifications. Briefly, articular cartilages were dissected from femoral heads of 3-week-old wild-type mice and digested for 4–6 h in 0.5 mg/mL collagenase P (Roche, Indianapolis, IN, USA. # 11249002001) in high-glucose DMEM (Thermo Fisher Scientific, Waltham, MA, USA, #10569010) supplemented with 1% penicillin/streptomycin. Following digestion, cells were collected and seeded at a density of 50 × 10^4^ cells/well or 25 × 10^4^ cells/well in 12- or 24-well plates, respectively, according to experimental designs. The next day, cells were treated with IL-1β (1 ng/mL) (R&D Systems, Minneapolis, MN, USA, #201-LB-005) for 24 h. To examine the knockdown efficacy of *miR-146a-5p*, cells were transfected with *miR-146a-5p* inhibitor (Thermo Fisher Scientific, Waltham, MA, USA, #4464084) at different concentrations in reduced serum media (Opti-MEM, Thermo Fisher Scientific, Waltham, MA, USA, #31985070) overnight. Cells were then cultured in complete media (high-glucose DMEM supplemented with 2% FBS [Gibco, #10437] and 1% penicillin/streptomycin), allowing cell recovery and gene expression. In experiments associated with suppression of *miR-146a-5p*, articular chondrocytes were pretreated with *miR-146a-5p* inhibitor overnight at a concentration as determined. IL-1β was then added to cells for another 24 h before proceeding to RNA extraction. For explant cultures, articular cartilages were similarly dissected from femoral heads and immediately transfected with *miR-146a-5p* inhibitor at same concentration used in cell cultures in reduced serum media overnight. Following transfection, explants were treated with IL-1β for 5 days, with media replaced every 2 days. After completion of the treatment course, explants were subjected to histological assessments.

### 2.6. Real-Time qPCR

RNA was extracted from human or murine articular chondrocytes using an RNeasy Mini kit (Qiagen, Hilden, Germany, #74134). cDNA synthesis (Bio-Rad, Hercules, CA, USA, #1708841) and real-time qPCR (Bio-Rad, #1725274) were performed according to the manufacturer’s instructions. Primer sequences are presented in Supplementary Table S1.

To examine the *miR-146a-5p* expression level, TaqMan miRNA reverse transcription kit (Thermo Fisher Scientific, Waltham, MA, USA, #4366596) and TaqMan master mix (Thermo Fisher Scientific, #4440040) were used following the manufacturer’s instructions. *miR-146a-5p* expression (Thermo Fisher Scientific, Waltham, MA, USA, assay ID #000468) was analyzed and normalized to U6 snRNA (Thermo Fisher Scientific, Waltham, MA, USA, assay ID #001973) in murine articular chondrocytes.

### 2.7. MicroRNA-Seq and RNA-Seq Assays and Data Analyses

RNA-Seq and MicroRNA-Seq (miRNA-Seq) were performed using primary murine articular chondrocytes treated with vehicle and IL-1β. Raw reads were processed in the same fashion, using an in-house pipeline and open-source R packages. Briefly, raw reads were first trimmed using cutadapt to remove low-quality bases and reads. Trimmed reads were then aligned to the mouse genome mm10 with GENCODE annotation vM20 using STAR (v2.5.4) with default parameters. Transcript quantification was performed using featureCounts from the subread package (v1.6.3). Further quality control assessments were made using RSeQC and RSEM, and batch correction was performed using RUVseq [30].

Principle component analysis (PCA) and differential expression analysis for vehicle and IL-1β-treated groups were determined using DESeq2 in negative binomial mode using batch-corrected transcripts from featureCounts (>2-fold expression change, >1 count per million (CPM), Benjamini corrected *p* < 0.05). Pairwise comparisons were made between IL-1β and vehicle to determine differentially expressed genes (DEGs). The gene expression was plotted using ggplot2 and pheatmap libraries in R environment.

An entire list of computationally predicted gene targets for *miR-146a-5p* was obtained from the TargetScan [31] web resource by searching for the presence of conserved 8mer, 7mer, and 6mer sites that match the seed region of *miR-146a-5p*. Putative targets of *miR-146a-5p* in response to IL-1β in articular chondrocytes were selected by overlaying the entire list of predicted targets with the 420 downregulated DEGs identified in RNA-Seq.

### 2.8. Pathway and Functional Association Analyses

DEGs from RNA-Seq with Log_2_FC > 2 and *Padj* < 0.05 were uploaded into the Enrichr [32] and overlaid with the global signaling pathways from KEGG database to identify significant pathways and related genes. The *miR-146a-5p* putative targets and the gene subset enriched in the most significant pathways were used to construct a protein–protein interaction network with STRING database [33]. Interaction sources from biochemical/genetic experiments and databases are only selected as the association evidence. Minimum required interaction score was set to 0.7 to identify potential protein–protein interactions with high confidence. Disconnected nodes in the network were hidden in the predicted functional association network.

### 2.9. Statistical Analyses

All data were expressed as means ± SD. Results were analyzed using GraphPad Prism version 7 (GraphPad Software, Inc., San Diego, CA, USA). Comparisons between groups were analyzed using two-tailed unpaired Student’s *t*-test. When comparing multiple groups, two-way ANOVA was used, followed by Tukey test as appropriate, for subsequent pairwise (group) comparisons. A *p* value < 0.05 was considered statistically significant.

## 3. Results

### 3.1. Inflammation Occurs in OA Cartilage and Exogenous Administration of Proinflammatory Cytokines Provokes Catabolic Changes in Articular Chondrocytes

To establish the link between inflammation and OA occurrence, we first assessed the levels of phospho-p65, an essential indicator of NF-κB signaling activation, in normal and OA cartilage from patients. Compared to the nearly undetected levels in normal cartilage, phospho-p65 was remarkably elevated in OA cartilage (Figure 1a). Interestingly, phospho-p65 was specifically seen in cell clusters residing in the superficial zone, a hallmark of arthritic cartilage, which express a broad range of differentiation markers and aberrant signaling activation related to disease pathogenesis [34]. In line with NF-κB activation in arthritic cartilage, inflammatory cytokines, including *IL6* and *TNFa*, were significantly upregulated in human OA articular chondrocytes compared to healthy cells (Figure 1b). In addition, one of the key cartilage-degrading enzymes, *MMP13*, was substantially increased in OA chondrocytes (Figure 1b), consistent with a shift towards a catabolic state occurring in progressive OA. These findings buttress the phenomenon that inflammation is one of the typical manifestations of OA.

Next, primary murine articular chondrocytes were isolated and treated with IL-1β, an activator of NF-κB and a proinflammatory cytokine closely associated with OA [35], and inflammatory factors and pathological proteases were evaluated. Compared to control, IL-1β markedly stimulated expression of cytokines, including *Il6* and *Tnfα* (Figure 1c). Moreover, *Mmp13* was greatly upregulated in the presence of IL-1β (Figure 1c). These results collectively suggest that proinflammatory mediators elicit inflammatory responses in articular chondrocytes, leading to excess production of proteolytic enzymes, accounting for cartilage degradation.

### 3.2. miR-146a-5p Is Induced in Response to IL-1β in Murine Articular Chondrocytes and Increased in Human OA Cartilage

To identify the miRNAs involved in OA pathogenesis, high-throughput miRNA-Seq was conducted to screen for miRNAs responsive to IL-1β treatment in primary murine articular chondrocytes. Expression profiling of 534 miRNAs identified 23 miRNAs that showed differential expression (Log_2_FC > 0.3, *Padj* < 0.05) between IL-1β- and vehicle-treated cells (Figure 2a, Supplementary Figure S1). Among the most noticeable changes was *miR-146a-5p*, which was upregulated by nearly 4-fold (Figure 2a). This was further confirmed by real time qPCR for *miR-146-5p*, showing a similar degree of elevation in IL-1β-treated cells (Figure 2b). More importantly, using fluorescent in situ hybridization (FISH) specific for *miR-146a-5p*, a marked increase in *miR-146a-5p* was visualized in human OA cartilage, largely in chondrocyte clusters when overlapping with DAPI staining (Figure 2c). This miRNA is of particular interest given previous findings showing its abnormal elevation in OA chondrocytes and/or cartilage [22,36] and its association with susceptibility to a variety of inflammatory disorders [37]. For these reasons, *miR-146a-5p* was selected for further investigation of its biological role in OA development.

### 3.3. Knockdown of miRNA-146a-5p Antagonizes IL-1β-Induced Cytokines and Catabolic Makers of Articular Chondrocytes

To elucidate the functional role of *miR-146a-5p* in the pathogenesis of OA, we transfected primary murine articular chondrocytes with an inhibitor specific for *miR-146a-5p*. Expression of *miR-146a-5p* revealed a dose-dependent reduction at 25 and 50 nM of the *miR-146a-5p* inhibitor. Compared with control inhibitor, *miR-146a-5p* was decreased nearly 80% by transfection of 50 nM of the *miR-146a-5p* inhibitor without affecting cell viability. Nonetheless, higher concentration of the inhibitor did not result in further significant reduction in *miR-146a-5p* expression (Supplementary Figure S2). Thus, *miR-146a-5p* inhibitor was set at 50 nM for the following studies.

The effect of miRNAs modulation on inflammatory and catabolic genes was next explored both at a basal level and following IL-1β induction. Basal *Il6* mRNA was greatly reduced (by 81%) in the presence of the *miR-146a-5p* inhibitor (Figure 3a). By contrast, abolishing of *miR-146a-5p* appeared to have no apparent effect on basal *Mmp13* mRNA levels (Figure 3b). Knockdown of *miR-146a-5p* significantly attenuated IL-1β inducted *Il6* by 44% (Figure 3a). Similarly, the elevation of *Mmp13* by IL-1β was antagonized by inhibition of *miR-146a-5p* (Figure 3b). The findings that suppression of *miR-146a-5p* reduced the IL-1β-induced *Il6* and *Mmp13* suggest that *miR-146a-5p* may play a detrimental role in OA pathogenesis.

The changes in gene expression elicited by *miR-146a-5p* suppression were further evaluated by histological assessments using articular cartilage explant cultures isolated from wild type mice. Both proteoglycan contents and type II collagen were markedly reduced by IL-1β, as demonstrated by an overall decrease in Alcian Blue/Hematoxylin (ABH) and Col2a1 immunohistochemistry (IHC) staining of cartilage explant sections. In addition, increased Mmp13 staining was observed in the presence of IL-1β (Figure 3c). However, knockdown of *miR-146a-5p* with its inhibitor largely reversed the imbalance between anabolism and catabolism caused by proinflammatory cytokine IL-1β, leading to a relatively normal cartilage matrix constitution, as further indicated by quantitative measures of ABH intensity (Figure 3c). Notably, NF-κB activation, exemplified by phospho-p65 staining, appeared to be dampened in the presence of the *miR-146a-5p* inhibitor (Figure 3d). Thus, these histological changes in matrix composition reflected the altered gene expressions observed in vitro. It is intriguing to speculate that increased *miR-146a-5p* correlates with an imbalance of anabolic–catabolic responses in articular chondrocytes as a result of NF-κB activation, and suppression of *miR-146a-5p* would protect against OA by modulating inflammation and maintaining the cartilage homeostasis.

### 3.4. Deletion of miR-146a in Chondrocytes Protects against Injury-Induced OA in Mice

Previous findings have demonstrated articular cartilage degeneration of *miR-146a* global knockout mice was ameliorated in spontaneous and injury-induced OA models [22]. It is thus tempting to speculate that a lack of *miR-146a-5p* in articular chondrocytes would alleviate OA development and lead to less severe OA. Recently, a *miR-146a* floxed mouse was generated [26], which provided a powerful tool to evaluate the tissue-specific role of this miRNA in regulation of a variety of tissue disorders and homeostasis. To this end, *Agc1Cre^ERT2^* mice were crossed with *miR-146a^f/f^* mice to generate *Agc1Cre^ERT2^;miR-146a^f/f^* (*miR-146a^Agc1^*, *miR-146a* LOF) mice. OA was introduced to littermate controls and *miR-146a* LOF mice at 3 months of age by meniscal ligament injury (MLI) surgery (Figure 4a). To avoid any development-related defects associated with ablation of *miR-146a* and to highlight the clinical relevance of the work, tamoxifen was administered to *miR-146a^Agc1^* mice and littermate controls 4 weeks post-MLI-surgery to induce *miR-146a* deletion specifically in chondrocytes.

As expected, by 10 weeks after injury, the control animals displayed severe OA phenotypes, including massive loss of cartilage, surface fibrillations and fissures, excess production of Mmp13, and diminished levels of Prg4 (Figure 4b,h). Additionally, apparent subchondral bone sclerosis was visualized in control mice by microCT assessment (Figure 4c,d). In contrast, OA in mice with silencing of *miR-146a* was substantially mitigated, as illustrated by the relatively smooth surface of articular cartilage, minimal staining of Mmp13, abundant expression of Prg4, and less thickening of the subchondral bone (Figure 4b,h). The delayed OA progression and ameliorated OA manifestations in *miR-146a* LOF mice were further evidenced by a significant decrease in Osteoarthritis Research Society International (OARSI) scores (Figure 4e) and subchondral bone volume over total volume (BV/TV) (Figure 4c,d). Consistently, with ex vivo findings shown by articular cartilage explants in response to IL-1β stimulation, silencing of *miR-146a* in vivo appeared to resolve, at least in part, NF-κB activation under injury conditions. It is important to note that uninjured knees with loss of *miR-146a* for 6 weeks did not display any phenotypic abnormalities (Supplementary Figure S3), indicating that the upregulation of *miR-146a* under inflammatory conditions and further activation of NF-κB activity are partially responsible for development of more severe OA.

Since pain is one of the key debilitating symptoms in patients with OA, it is worthwhile to examine the pain response under the suppression of *miR-146a* as well. Two stimulus-evoked methods, including Von Frey and Small Animal Algometer (SMALGO) tests, were applied to evaluate pain behaviors associated with OA. Remarkably, compared to control animals displaying higher sensitivity to mechanical allodynia at both the plantar surface of the paw (Von Frey) and the injured knee joint itself (SMALGO), *miR-146a* LOF mice demonstrated less stimulus-evoked nociception and more tolerance and less pain response to these stimuli (Figure 4f,g). Together, these data suggest that articular cartilage with *miR-146a* LOF are more resistant to injury and less susceptible to the development of severe OA, shown by controlled NF-κB activity and maintenance of cartilage homeostasis.

### 3.5. Genes Potentially Targeted by miR-146a-5p in Articular Chondrocytes Are Enriched in Inflammatory Pathways and Cartilage Matrix Homeostasis

In order to explore the functional relevance of our selected *miR-146a-5p* in OA pathogenesis, we employed an integrated approach by combining a target prediction tool, TargetScan [31], and high-throughput RNA-Seq assays to search for potential gene targets and signaling pathways of *miR-146a-5p*. 

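RNA-Seq covered 4 samples of primary murine articular chondrocytes treated with IL-1β and 4 treated with vehicle. The cells came from the femoral heads of 3-week-old mice, and IL-1β was given at 1 ng/mL for 24 h before total RNA was sequenced. The authors aligned the trimmed reads to the mouse genome mm10 with STAR and counted them with featureCounts. They deposited whole-number counts for 54658 gene symbols, not scaled to a common total per sample. Whether these counts precede or follow the paper's batch correction with RUVseq is not stated. The total per sample was 10992355 to 17104351 counts with IL-1β (median 13978468) and 13970959 to 17456063 counts with vehicle (median 16188276.5). At these totals, 3 counts correspond to a CPM of 0.172 to 0.273, depending on the sample, which is taken as the smallest abundance that could be shown. Counts were normalized with edgeR's TMM factors, which lay between 0.984 and 1.01. The 14404 genes with a CPM above 1 in at least 4 of the 8 samples were tested with edgeR's quasi-likelihood test. A gene was counted as a differentially expressed gene (DEG) when its log2 fold change was above 1 or below -1 and its Benjamini-Hochberg adjusted p-value was under 0.05, as the RNA-Seq methods state the fold change, CPM and corrected p. The paper's text does not name the number of samples in which the CPM must exceed 1, and 4 is the size of a group. Abundances are given as the mean TMM-scaled CPM ± SD (n = 4), and positions are those of GRCm38, the assembly also called mm10.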

To gauge the response of chondrocyte transcriptomes to IL-1β, parallel RNA-Seq assays were performed in tandem with miR-Seq on IL-1β-treated primary murine articular chondrocytes. Expression profiling identified that 919 genes were significantly up- or downregulated in response to IL-1β (Log_2_FC > 2, *Padj* < 0.05) (Supplementary Figure S4, Figure 5a), and pathway enrichment analyses with Enrichr [32] indicated their primary relevance to inflammation, cartilage matrix homeostasis, and chondrocyte metabolism (Figure 5b). 

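Between IL-1β and vehicle, 751 of the 14404 genes tested (5.21%) were DEGs, of which 412 were upregulated and 339 were downregulated. Without the threshold on the fold change, 5796 genes had an adjusted p-value under 0.05, with 2944 higher and 2852 lower after IL-1β. In 5305 of the 14404 genes tested (36.8%), without selection by their change, all 4 IL-1β samples lay beyond all 4 vehicle samples, against 2.86% by chance. The common biological coefficient of variation, as edgeR names the spread between replicates beyond counting error, was 4.11%. The paper's text does not state whether the 4 samples of a group came from different mice or isolations. The p-values therefore refer to the spread between these samples, which may not be the spread between animals. The number of DEGs moved most when the threshold was a log2 fold change beyond 2, which left 183 genes, 122 upregulated and 61 downregulated. The sample labels number the replicates from 1 to 4 in both groups. With the replicate number as a block, 411 genes were upregulated and 340 were downregulated, and 745 of the 751 DEGs were shared. Deviations from the group means had a mean r of -0.0227 across genes between samples of the same number and 0.00754 between the other pairs of an IL-1β and a vehicle sample. Of the 50 genes drawn in Figure 5d, 47 passed the filter on low counts (24 of the 25 upregulated and 23 of the 25 downregulated), and all 47 were past the threshold in the direction drawn, whether p was adjusted over all genes tested or over the list. The list consists of the paper's own calls on these samples, so this count shows no stability.
Membership in 6 gene families was compared between the DEGs and the other genes tested (Fisher's exact test, two-sided, Benjamini-Hochberg adjusted over the 6 families). The families were defined by gene symbol, with *Cd40* and *Fas* counted in the TNF receptor superfamily by name. The paper highlights genes of such families from its own DEG calls on these samples, so their enrichment here is not independent of those calls. The shares of DEGs were 64.3% for chemokine ligands, 48.5% for collagens, 33.3% for matrix metalloproteinases, 29.4% for integrins, 26.7% for the TNF receptor superfamily and 14.3% for TRAF genes. Of these, the TRAF family alone had an adjusted p-value above 0.05. Among the alternatives, the integrins and the TRAF genes moved most, each to an odds ratio of 0 (adjusted p = 1) when the threshold was a log2 fold change beyond 2. From pathway enrichment analyses of its DEGs with Enrichr, the paper reports a primary relevance of these genes to inflammation, matrix homeostasis of cartilage and the metabolism of chondrocytes (Figure 5b).

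**Figure D1:**
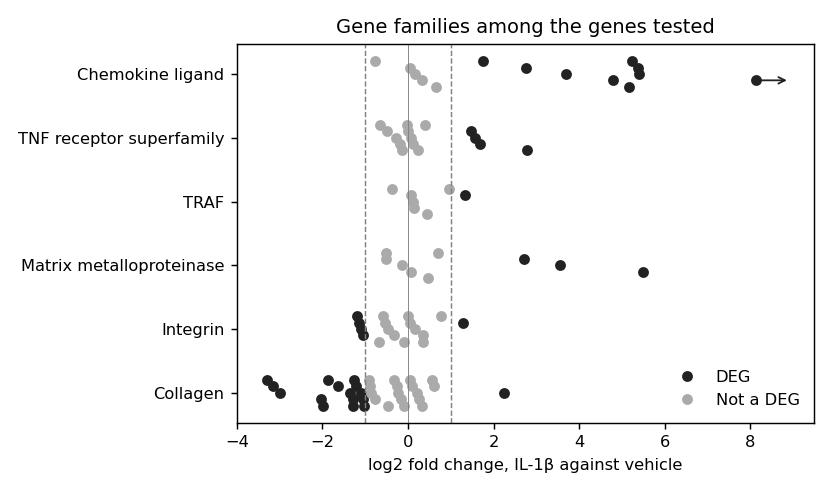
Log2 fold change (IL-1β against vehicle, horizontal axis) of each tested gene in 6 gene families (vertical axis), with DEGs as dark points, other genes as grey points and dashed lines at -1 and 1. The 9 chemokine DEGs all lie above 1 and 15 of the 16 collagen DEGs lie below -1, and the arrow marks a lower bound for a chemokine with at most 3 counts in every vehicle sample.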

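The seed of miR-146a-5p, positions 2 to 8 of UGAGAACUGAAUUCCAUGGGUU as drawn in Figure 5e, pairs with AGTTCTC in a 3′ UTR. Sites were searched in the 3′ UTR of the longest coding transcript of each tested gene in the GENCODE vM21 annotation, which gave a 3′ UTR for 82.9% of the genes tested. Conservation between species was not considered, whereas the paper took conserved sites from TargetScan. The shares given here are therefore no recount of the paper's predicted targets. Among the downregulated DEGs, 53 of 306 genes (17.3%, 95% Wilson confidence interval 13.5 to 22.0%) had at least 1 site of the 7mer or 8mer kind. The share was 23.7% (19.6 to 28.3%) for 363 upregulated DEGs and 20.7% (20.0 to 21.5%) for 11269 tested genes that were not DEGs. Compared with all other genes tested, the odds ratio for the downregulated DEGs was 0.796 (Fisher's exact test, two-sided, p = 0.153). The median length of the 3′ UTR was 1416 nucleotides for downregulated and 1173 nucleotides for upregulated DEGs. Against genes matched in 3′ UTR length, 53 downregulated DEGs with a site compared with 70.1 expected (odds ratio 0.643, p = 0.0101, permutation test). With 8mer sites alone, the direction changed, to an odds ratio of 1.22 (Fisher's exact test, two-sided, p = 0.408).

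**Figure D2:**
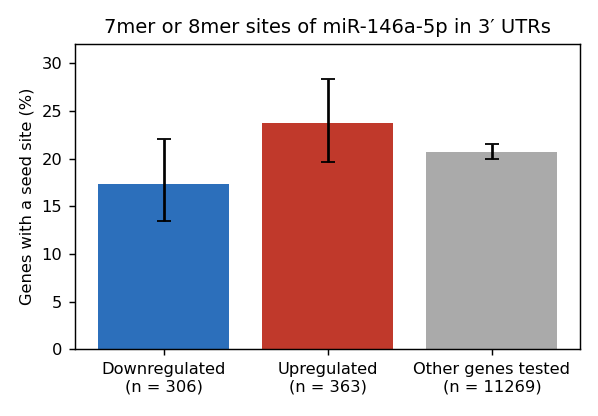
Share of genes (vertical axis, percent) with a 7mer or 8mer site of miR-146a-5p among downregulated DEGs, upregulated DEGs and the other genes tested, with 95% Wilson confidence intervals as error bars. The interval of the downregulated DEGs, 13.5 to 22.0%, includes the 20.7% of the other genes tested.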

Among the 420 downregulated genes, 55 were predicted targets of *miR-146a-5p* by TargetScan based on the confidence hit of the *miR-146a-5p* seed sequence in the 3′-untranlated region (UTR) of candidate genes (Figure 5c). Using the STRING database [33], we examined the functional association networks of gene subsets involved in the most significant pathways (a total of 189 genes) identified by enrichment analyses. 

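*Cd28* (ENSMUSG00000026012.2), which encodes a costimulatory receptor, lies on chromosome 1 from 60716800 to 60773359. Its abundance was 0.632 ± 0.299 CPM (SD, n = 4) with IL-1β and 1.79 ± 0.242 CPM (SD, n = 4) with vehicle, a log2 fold change of -1.45 (standard error 0.284, adjusted p = 0.000124 from edgeR's quasi-likelihood test). These abundances rest on 8, 6, 17 and 5 reads in the IL-1β samples and on 28, 27, 29 and 29 reads in the vehicle samples. All 4 IL-1β samples lay below all 4 vehicle samples (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 samples against 4 allow). The log2 fold change moved most when single samples were left out, between -1.85 and -1.25. In the 3′ UTR of *Cd28*, 3574 nucleotides long, an 8mer site AGTTCTCA lies at nucleotides 1291 to 1298, on chromosome 1 from 60771076 to 60771083, within the sequence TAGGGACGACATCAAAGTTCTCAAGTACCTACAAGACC. A 6mer site GTTCTC lies at nucleotides 3131 to 3136.
*Prkg1* (ENSMUSG00000052920.15), on chromosome 19 from 30564489 to 31765033, had 10.8 ± 0.863 CPM (SD, n = 4) with IL-1β and 23.3 ± 1.36 CPM (SD, n = 4) with vehicle. Its log2 fold change was -1.11 (standard error 0.077, adjusted p = 9.79e-13) and stayed between -1.16 and -1.07 with each sample left out in turn. Neither *Cd28* nor *Prkg1* was a DEG with a log2 fold change beyond 2, or when glmTreat tested against a log2 fold change of 1 (adjusted p = 0.492 and 0.728 from edgeR). The 3′ UTR of *Prkg1*, 4749 nucleotides long and on the minus strand, has a 7mer site AGTTCTC at nucleotides 4268 to 4274, on chromosome 19 from 30564964 to 30564970, within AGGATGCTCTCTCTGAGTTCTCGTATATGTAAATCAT.

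**Figure D3:**
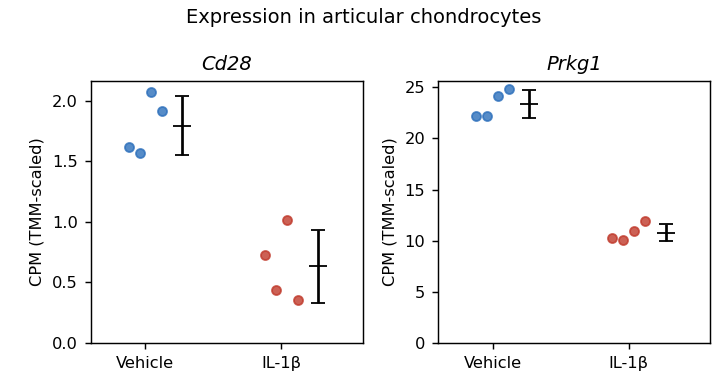
CPM (vertical axis, TMM-scaled) of *Cd28* and *Prkg1* in the 4 vehicle and 4 IL-1β samples, with points for samples, horizontal marks for means and bars for the SD. Each IL-1β sample lies below each vehicle sample for both genes, with means of 0.632 against 1.79 CPM and 10.8 against 23.3 CPM.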

Of the 55 putative gene targets of *miR-146a-5p*, *Cd28* and *Prkg1* were of particular interest, which showed direct or indirect interactions with a subset of genes highlighted in the most enriched pathways (Figure 5d,e).

Interestingly, when taking a closer inspection of the interaction networks, we found that *Cd28* and *Prkg1* were both linked to inflammatory pathways (Figure 5e). *Cd28* is implicated in T-cell activation, the induction of cell proliferation, and cytokine production [38]. 

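Of 17 integrin genes tested, 5 were DEGs (odds ratio 7.62, adjusted p = 0.00278 from Fisher's exact test), and the median log2 fold change of the family was -0.32, with 11 genes lower and 6 higher after IL-1β, and lay between -0.51 and -0.20 over the alternatives. The adjusted p-value was 0.489 when edgeR's glmTreat tested against a log2 fold change of 1, with 1 integrin DEG left. The 4 downregulated genes were *Itga6*, *Itga7*, *Itga10* and *Itga11*, with log2 fold changes from -1.19 to -1.06. *Itga6*, the most abundant of these, fell from 169.8 ± 4.76 CPM (SD, n = 4) with vehicle to 79.8 ± 4.13 CPM (SD, n = 4) with IL-1β (log2 fold change -1.09, standard error 0.0363, adjusted p = 3.35e-20). *Itga10* shares 33.5% of its exon bases with an overlapping annotated gene. *Itgb7* rose to 25.9 ± 0.515 CPM from 10.5 ± 0.607 CPM (log2 fold change 1.30, standard error 0.0702, adjusted p = 3.48e-15). *Itgb2* did not pass the filter on low counts, with 0.972 ± 0.376 CPM after IL-1β and 0.280 ± 0.131 CPM after vehicle. Without the filter its log2 fold change was 1.71 (adjusted p = 0.000357), and the IL-1β and vehicle samples overlapped.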

Given the gene set of the most significant pathways as input, a functional association search using the STRING database presented a crosslink between Cd28 and several integrin family members of cell adhesion receptors, the latter of which play a major role in mediating chondrocytes–extracellular matrix (ECM) interactions in articular cartilage [39]. Indeed, expanded interaction networks primarily mapped pathways associated with ECM–receptor interactions and matrix remodeling (Figure 5e). In addition to ECM homeostasis, production of chemokines was stimulated, which presumably attracted inflammatory cells to the joint that further induced the secretion of inflammatory mediators and disease progression [40]. 

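Of 33 collagen genes tested, 16 were DEGs (odds ratio 17.5, adjusted p = 7.76e-12 from Fisher's exact test), of which 15 were downregulated. The exception was *Col5a3*, with a log2 fold change of 2.24, named after its values were seen. The median log2 fold change of the collagens was -0.891, with 25 genes lower and 8 higher after IL-1β, and the median was closest to 0 without a filter on low counts, at -0.45. *Col27a1* had the lowest log2 fold change of the collagens in Figure 5d, -3.16 (standard error 0.0527, adjusted p = 1.82e-27). *Col6a3* decreased from 1882 ± 21.9 CPM (SD, n = 4) to 735 ± 15.7 CPM (SD, n = 4), and *Col11a1* from 1941 ± 45.3 CPM to 625 ± 18.4 CPM. *Col1a1* had a log2 fold change of -0.10 (adjusted p = 0.076). Among noncollagenous matrix genes, *Thbs1* had 839 ± 57.2 CPM with IL-1β and 2660 ± 76.5 CPM with vehicle (log2 fold change -1.66), *Tnc* had a log2 fold change of -1.19, and *Ibsp* had one of -3.69 (1.21 ± 0.247 against 16.1 ± 0.762 CPM). *Dcn* rose to 758 ± 4.12 CPM from 265 ± 10.5 CPM (log2 fold change 1.52, standard error 0.0323, adjusted p = 6.34e-25).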

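Of 14 chemokine ligand genes tested, 9 were DEGs (odds ratio 33.1, adjusted p = 1.29e-08 from Fisher's exact test), and all 9 were upregulated. The median log2 fold change of the family was 3.23, with 13 genes higher and 1, *Cxcl14*, lower after IL-1β (log2 fold change -0.78, named after its values were seen). This median depended on the filter on low counts: it was 0.49 with a CPM above 1 in all 8 samples, with 7 genes higher and 1 lower, and 0.93 without a filter, with 19 higher and 6 lower. *Ccl2* (chromosome 11, 82035571 to 82037453) had 9.74 ± 1.94 CPM (SD, n = 4) with IL-1β and 0.342 ± 0.0493 CPM (SD, n = 4) with vehicle, a log2 fold change of 4.78 (standard error 0.223, adjusted p = 9.69e-17). *Ccl7* (chromosome 11, 82045712 to 82047525) had 8.78 ± 1.05 CPM with IL-1β, and its vehicle samples held 4, 4, 4 and 1 reads (0.204 ± 0.0955 CPM), so that its log2 fold change of 5.37 (standard error 0.233, adjusted p = 1.83e-17) rests on reads near the smallest number that could be shown. *Ccl5* rose from 1.96 ± 0.264 CPM to 6.70 ± 0.837 CPM (log2 fold change 1.76, standard error 0.151, adjusted p = 9.74e-11). For each of these 3 genes, every IL-1β sample lay above every vehicle sample.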

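*Mmp3*, *Mmp13*, *Col2a1*, *Acan*, *Sox9* and *Comp* were compared between the groups. *Mmp3* (chromosome 9, 7445822 to 7455975) had 1058 ± 69.3 CPM (SD, n = 4) with IL-1β and 23.6 ± 1.48 CPM (SD, n = 4) with vehicle, a log2 fold change of 5.48 (standard error 0.0506, adjusted p = 1.12e-33). *Mmp13* (chromosome 9, 7272514 to 7283331) had 212 ± 4.96 CPM with IL-1β and 32.2 ± 2.11 CPM with vehicle, a log2 fold change of 2.72 (standard error 0.04, adjusted p = 1.02e-28). Of 9 matrix metalloproteinase genes tested, 3 were DEGs, the third being *Mmp12*, named after its values were seen, with a log2 fold change of 3.54 (odds ratio of the family 9.12, adjusted p = 0.0112 from Fisher's exact test). The adjusted p-value of the family was 0.0556 when a CPM above 1 was required in all 8 samples. *Col2a1* (chromosome 15, 97975602 to 98004695) decreased from 11230 ± 196 CPM to 2853 ± 117 CPM, a log2 fold change of -1.98 (standard error 0.0255, adjusted p = 4.07e-30). *Acan* decreased from 1286 ± 35.9 CPM to 248 ± 12.0 CPM (log2 fold change -2.37) and *Sox9* from 568 ± 5.24 CPM to 220 ± 12.7 CPM (log2 fold change -1.37). *Comp* had 533 ± 12.3 CPM with vehicle and 106 ± 7.19 CPM with IL-1β (log2 fold change -2.33), with vehicle replicate 4 above the other vehicle samples.

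**Figure D4:**
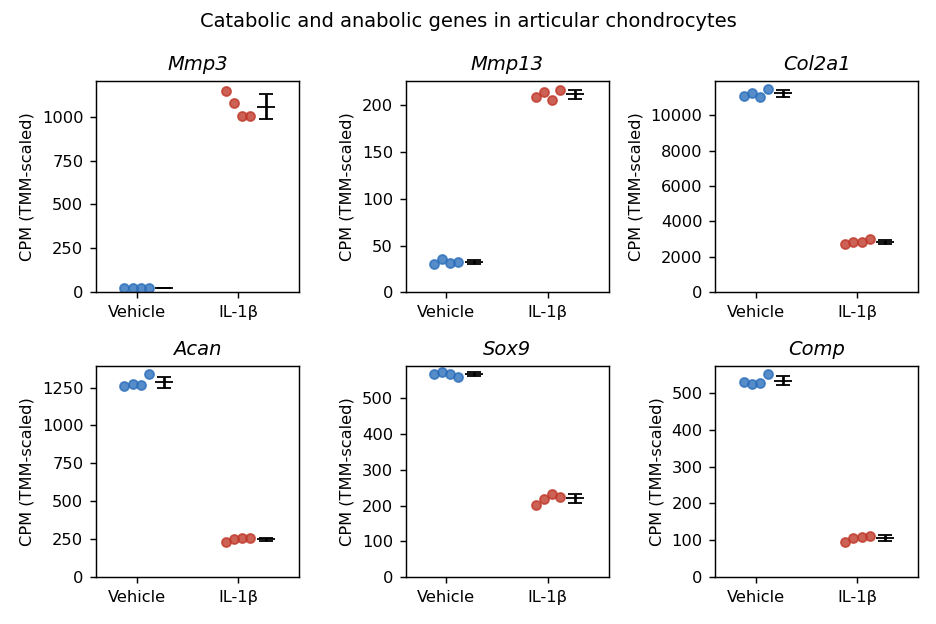
CPM (vertical axes, TMM-scaled) of *Mmp3*, *Mmp13*, *Col2a1*, *Acan*, *Sox9* and *Comp* in the 4 vehicle and 4 IL-1β samples, with points for samples, horizontal marks for means and bars for the SD. The IL-1β samples lie above all vehicle samples for *Mmp3* and *Mmp13* and below all vehicle samples for the other genes.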

With regard to this part of the predicted association network, the *miR-146a*-*5p* targeted *Cd28* repression could be inferentially linked to cartilage matrix destruction, as indicated by overall upregulation of catabolic genes and downregulation of anabolic genes, as well as elevation of chemokines.

On the other hand, another predicted target of *miR-146a-5p*, cGMP-dependent protein kinase 1 (*Prkg1*), is a key mediator of the nitric oxide (NO)/cGMP signaling pathway [41]. Similarly, enriched protein–protein interactions with the same input revealed that *Prkg1* was functionally linked to mitogen-activated protein kinase 13, *Mapk13*, which was further mapped to a single major pathway, NF-κB signaling (Figure 5e). 

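*Mapk13* (ENSMUSG00000004864.13), on chromosome 17 from 28769297 to 28780233, had 23.0 ± 2.04 CPM (SD, n = 4) with IL-1β and 5.66 ± 0.479 CPM (SD, n = 4) with vehicle. Its log2 fold change was 2.02 (standard error 0.0923, adjusted p = 5.89e-17) and lay between 1.97 and 2.08 with each sample left out in turn. The difference between the means was larger than the spread within either group, with every IL-1β sample above every vehicle sample.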

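*Traf1* (chromosome 2, 34941750 to 34961772) had 5.12 ± 0.478 CPM (SD, n = 4) after IL-1β and 2.04 ± 0.448 CPM (SD, n = 4) after vehicle, a log2 fold change of 1.34 (standard error 0.164, adjusted p = 9.41e-08). It was the only DEG among 7 TRAF genes tested (odds ratio 3.03, adjusted p = 0.313 from Fisher's exact test). *Traf2*, with a log2 fold change of 0.966, lay just under the threshold (adjusted p = 1.89e-15 from edgeR's quasi-likelihood test). Of 15 genes tested from the TNF receptor superfamily, 4 were DEGs, all upregulated (odds ratio 6.64, adjusted p = 0.00946 from Fisher's exact test), while the median log2 fold change of the family was 0.08. With the competitive gene set test camera in place of Fisher's exact test, the adjusted p-value of the superfamily was 0.0613. The 4 genes were *Tnfrsf1b*, *Fas*, *Cd40* and *Tnfrsf9*. Of these, *Fas* and *Cd40* lack the Tnfrsf stem in their symbols and were counted in the family by name. The enrichment was not tested without them. *Tnfrsf1b* rose from 18.4 ± 0.453 CPM to 58.8 ± 2.39 CPM (log2 fold change 1.68, standard error 0.0498, adjusted p = 2e-21) and *Fas* from 5.20 ± 0.738 CPM to 14.4 ± 1.95 CPM (log2 fold change 1.48). *Cd40* and *Tnfrsf9* each had a sample apart from the other 3 of its group, and their log2 fold changes were 1.56 and 2.78. *Nod1* had a log2 fold change of 1.21 (18.8 ± 1.52 against 8.11 ± 0.94 CPM) and *Nod2* one of 3.92 (6.30 ± 0.306 against 0.423 ± 0.223 CPM, adjusted p = 1.2e-14). *Ikbke* rose to 32.9 ± 2.16 CPM from 6.69 ± 0.69 CPM (log2 fold change 2.29), and *Tnfaip3*, which encodes an inhibitor of NF-κB signaling, to 8.21 ± 0.763 CPM from 3.06 ± 0.0967 CPM (log2 fold change 1.42). When edgeR's glmTreat tested against a log2 fold change of 1, *Traf1*, *Nod1* and *Cd40* were not DEGs (adjusted p = 0.184, 0.108 and 0.145). *Tnfrsf1b*, *Fas*, *Tnfrsf9*, *Nod2*, *Ikbke* and *Tnfaip3* remained DEGs.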

Notably, selected gene expression profiles, such as *Traf1*, *Tnfrsf(s)*, and *Nod(s)*, clearly indicate NF-κB signaling activation (Figure 5e). Nonetheless, some degrees of caution should be taken when interpreting these findings, since a bioinformatics approach was employed to predict the functional relevance of *miR-146a-5p* in OA pathogenesis.

## 4. Discussion

In this study, we firstly provided the evidence that inflammation, indicated by NF-κB activation, occurred in OA cartilage. In accordance with previous findings, we showed that the action of proinflammatory cytokine IL-1β, known for initiating a vicious cycle, led to elevation of other inflammatory cytokines, such as *Il6*, and excess expression of the catabolic enzyme *Mmp13* in articular chondrocytes. Given that miRNAs have emerged as key gene regulators in managing inflammatory processes in a variety of pathologies [42,43] and perturbations of miRNA levels are linked to onset and progression of OA [18], we next screened for miRNAs responsive to IL-1β by global miRNA expression profiling in primary murine articular chondrocytes. Of those miRNA extracted, *miR-146a-5p* was the most highly upregulated by IL-1β. In vitro and ex vivo data revealed that blocking *miR-146a-5p* greatly suppressed NF-κB activation and alleviated IL-1β-induced catabolic changes in cell cultures and cartilage explants. Consistently with these findings, our in vivo results further demonstrated that silencing *miR-146a-5p* specifically in chondrocytes, without causing phenotypic abnormalities, protected against injury-induced OA in mice. Finally, with parallel global mRNA and miRNA expression profiling, an integrated bioinformatics analysis implicated a strong association of *miR-146a-5p* with genes and pathways involved in inflammation and cartilage matrix homeostasis.

Our miRNA expression profiling from primary murine articular chondrocytes identified 23 differentially expressed miRNAs in response to IL-1β. Among these, *miR-146a-5p* was the most noticeably regulated (with nearly 4-fold upregulation) and was of the most interest, given a link between *miR-146a-5p* and susceptibility to a variety of inflammatory disorders. Previous studies have demonstrated the association between *miR-146a* and OA in rodents and human patients. In OA patients, *miR-146a* is identified as highly expressed in low-grade OA cartilage, coinciding with high levels of *MMP13* expression [36]. In vitro experiments further revealed that *miR-146a* is upregulated in response to IL-1β [44] or mechanical pressure injury [45] in murine and human chondrocytes. More importantly, mice with global knockout of *miR-146a* were resistant to spontaneous and surgical-induced OA pathologies, with less cartilage degeneration and more preserved cartilage homeostasis [22]. All of these observations suggest a beneficial effect of *miR-146a* inhibition in protection of OA progression. However, several groups also reported the contradictory effect of *miR-146a* in OA disease. *miR-146a* may serve as a novel therapeutic target for protecting cartilage from destruction in mechanical-injury-/inflammation-induced OA by promoting autophagy [46,47] or by negatively regulating inflammatory responses [48,49,50]. In this study, we found that abolishing *miR-146a-5p* significantly attenuated IL-1β-induced catabolic gene upregulation in primary murine articular chondrocytes and articular explants, and it also protected against articular cartilage degradation in injury-induced OA in mice. It is worthwhile to mention that (i) *miR-146a-5p* inhibition itself shows no side effect on articular chondrocytes in vitro and ex vivo, and (ii) the interference regimen of *miR-146a* in this study is of highly clinical relevance, as *miR-146a* was not modified prior to the onset of OA but rather at the early stage of the disease, highlighting the potential of targeting *miR-146a-5p* as a novel disease-modifying therapeutic to treat human OA.

*miR-146a* has been previously implicated to negatively regulate inflammatory responses by directly targeting *Traf6* and *Irak1* [37]. The present study, however, showed that *miR-146a-5p* inhibition antagonizes the activated proinflammatory pathways in articular chondrocytes. Here, combining a target prediction tool and gene subsets that are enriched in the most significant pathways from mRNA expression profiling, we searched for functional association networks using the STRING database and found that *Cd28* and *Prkg1* showed potential interaction with those highly regulated genes by IL-1β with high confidence. Notably, both of them pointed to the connection to inflammatory responses. *Cd28*, previously known as a paradigmatic T-cell co-stimulator, is identified not exclusively in T cells but also in other cell types. For instance, CD28-expressed macrophages exhibit a potent anti-inflammatory potential that limits their T-cell stimulatory capacity [51]. Prkg1, on the other hand, has recently been suggested to exert an anti-inflammatory reaction by reducing NF-κB activity and *Il1b* and *Nlrp3* gene transcription in the liver [52]. Hence, *miR-146a-5p* may interfere with the function of *Cd28* and *Prkg1* in the context of OA; however, this is speculative, since the direct binding of *miR-146a-5p* to these targets in chondrocytes remains to be experimentally determined. Moreover, targets of *miR-146a* have been studied in many different cell types, and it has become increasingly evident that regulatory effects of *miR-146a* are, to a certain degree, cell-type-specific and closely associated with physiological conditions.

With regard to the functional association analysis, one of the most interesting findings is that a significant portion of genes that were directly or indirectly associated with *miR-146a-5p* were mapped to inflammatory pathways, indicating *miR-146a-5p* plays a crucial role in mediating inflammatory responses in articular chondrocytes. Given that cytokines and inflammatory mediators associated with *miR-146a-5p* are markedly upregulated, it is reasonable to speculate that elevated *miR-146a-5p* expression in arthritic chondrocytes could be a factor that promotes an inflammatory OA state. Our results show that *miR-146a-5p* was increased in human OA cartilage and was robustly increased in response to IL-1β in articular chondrocytes. In the absence of *miR-146a-5p*, NF-κB response was dampened in vitro and in vivo, evidenced by the reduced *Il6* and phospho-p65, respectively. These findings argue that regulation of inflammatory response via silencing of *miR-146a-5p* is critical for proper resolution of NF-κB activity, particularly during the early hyperactive inflammatory phase of OA, whereas excess *miR-146a-5p* is poised to increase the amplitude and/or magnitude of NF-κB activation, leading to uncontrolled progress of inflammatory reactions and OA development. The findings that *miR-146a-5p* inhibition attenuated IL-1β-increased catabolism and alleviated injury-induced OA in mice strongly suggest *miR-146a-5p* is involved in inflammation-induced cartilage degeneration. This notion is further strengthened by the clearly skewed balance towards catabolism visualized in association networks in the case of upregulated *miR-146a-5p* (Figure 5). Nonetheless, as stated earlier, the principle aim of this study was not to identify miRNA-specific gene targets or establish mechanistic linkages but rather to elucidate the functional relevance of *miR-146a-5p* to OA-relevant phenotypes. 

In addition to findings about cartilage homeostasis, *miR-146a* is also linked to pain-related pathophysiology of OA [53,54]. Li et al. originally demonstrated *miR-146a* is downregulated in dorsal root ganglion and at the spinal dorsal horn, isolated from experimental OA rats that experience OA-evoked pain [53]. The reduced levels of *miR-146a* in these central compartments are closely associated with the upregulation of inflammatory pain mediators. Such linkage is further corroborated by their following study with gain- and loss-of-function of *miR-146a* in glia, the major cellular component of the central nervous system [54]. Our results show that loss of *miR-146a* in chondrocytes could relieve OA pain in an injury-induced OA mouse model. While the levels of *miR-146a* were not examined in glial cells, downregulation of some inflammatory pain mediators was observed upon removal of *miR-146a* from chondrocytes in vitro and in vivo. Thus, this miRNA regulates knee joint homeostasis and OA-induced algesia by simultaneously targeting inflammatory responses in cartilage and pain-associated factors in glial cells.

While our work highlights *miR-146a-5p* is a key downstream effector of inflammatory responses, especially the NF-κB pathway, in the regulation of articular cartilage homeostasis, the precise mechanisms of its actions and its specific molecular targets and biological functions remain to be determined. It is important to note our data do not exclude the possibility that additional downstream effectors of NF-κB signaling are involved in inflammation-induced disruption of articular cartilage homeostasis. Apart from *miR-146a-5p*, our miRNA expression profiling also identified 22 other differentially expressed miRNAs in response to IL-1β. Indeed, some of them had their roles in OA pathogenesis investigated, for instance, *miR-222* and *miR-210*. Members of the TNF receptor superfamily (TNFRSF), such as *Tnfrsf21*, are targets of *miR-210*, which is downregulated in OA [55,56], leading to aberrant activation of inflammatory pathways and induction of apoptosis. Additionally, *miR-222* decreases chondrocyte apoptosis and cartilage destruction by targeting histone deacetylase 4 [57], which is highly expressed in OA chondrocytes and potentially serves as a therapeutic target in OA [58]. It is thus speculated that the interplay of multiple miRNAs is crucial in the regulation of inflammatory responses of articular chondrocytes and the onset and progression of OA. Moreover, the ability to simultaneously fine-tune the expression of multiple genes makes miRNAs valuable targets and tools in complex diseases such as OA that involve interactomes of complicated molecular networks. 

## 5. Conclusions

Here, our transcriptome-wise miRNA expression profiling identified *miR-146-5p* as the miRNA most upregulated by IL-1β in murine articular chondrocytes. IL-1β-responsive *miR-146a-5p* is overexpressed in human OA cartilage. Knockdown of *miR-146a-5p* in chondrocytes antagonizes IL-1β-mediated inflammatory responses and increased catabolism in vitro and alleviates cartilage degeneration in an injury-induced OA in mice. Parallel gene expression profiling in tandem with miRNA-Seq from IL-1β-treated articular chondrocytes reveals that differentially expressed genes are enriched in pathways associated with inflammatory processes, cartilage matrix homeostasis, and cell metabolism. Prediction of *miR-146a-5p* gene targets and subsequent functional association analyses using a bioinformatics approach strengthen the functional role of *miR-146a-5p* in mediating inflammatory responses and regulation of cartilage matrix-related genes. In summary, our study employs a comprehensive approach combining genetic data with data from transcriptomics and provides compelling evidence that *miR-146a-5p* contributes to OA pathogenesis, possibly by acting as an accomplice of proinflammatory factors. The chondroprotective effects of silencing *miR-146a-5p* on the injury-induced OA in mice suggest that modulation of *miR-146a-5p* can be a potential therapeutic strategy to mitigate OA.

## Figures and Tables

**Figure 1:**
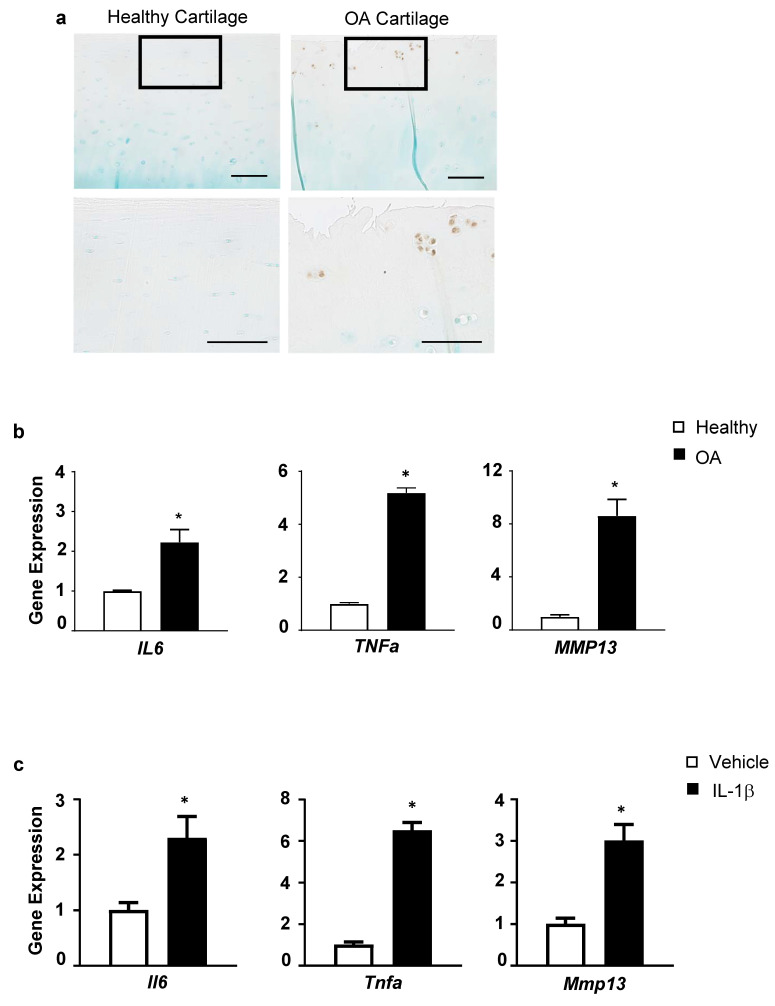
Inflammation occurs in OA cartilage, and IL-1β induces inflammatory responses and catabolic markers in articular chondrocytes. (**a**) Immunohistochemistry (IHC) for phospho-p65 on articular cartilage sections from healthy and OA patients (n = 3) (scale bar, 100 μm); (**b**) Real-time qPCR analyses of gene expression for *IL6*, *TNFα*, and *MMP13* in articular chondrocytes from healthy or OA patients (n = 3); (**c**) Relative gene expression for *Il6*, *Tnfα*, and *Mmp13* in primary murine articular chondrocytes treated with IL-1β or vehicle (n = 3). Data presented as mean ± SD. * *p* < 0.05 by Student’s *t*-test.

**Figure 2:**
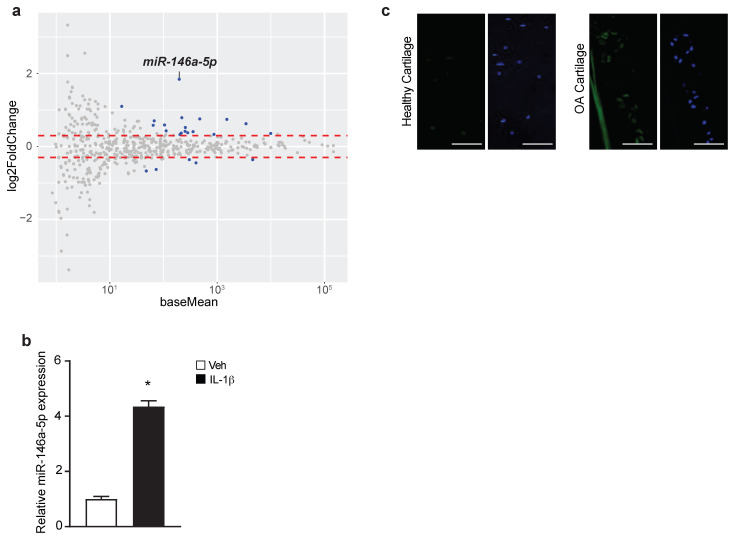
*miR-146a-5p* is induced by IL-1β in murine articular chondrocytes and is elevated in human OA cartilage. (**a**) MA plot of miRNA expression profiling from microRNA-Seq (miRNA-Seq) assays with IL-1β or vehicle-treated primary murine articular chondrocytes. Differentially expressed genes (DEGs) (Log_2_FoldChange > 0.3, *Padj* < 0.05) between IL-1β and vehicle groups were highlighted in blue (n = 4); (**b**) Real-time qPCR for *miR-146a-5p* in IL-1β- or vehicle-treated primary murine articular chondrocytes (n = 3); (**c**) Fluorescent in situ hybridization (FISH) for *miR-146a-5p* on articular cartilage sections from healthy donors or OA patients (n = 3) (scale bar, 100 μm). Data presented as mean ± SD. * *p* < 0.05 by Student’s *t*-test.

**Figure 3:**
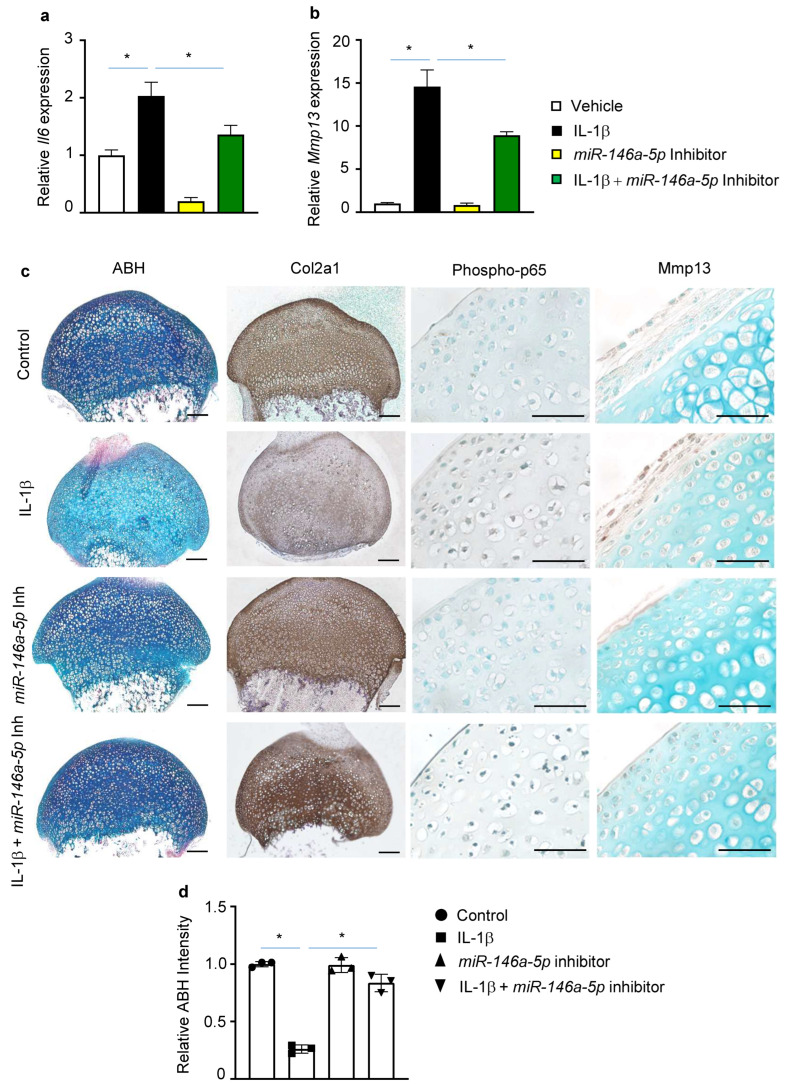
Suppression of *miRNA-146a-5p* antagonizes IL-1β-induced inflammation and catabolism articular chondrocytes. Relative gene expression analyses for (**a**) *Il6* and (**b**) *Mmp13* in IL-1β- or vehicle-treated primary murine articular chondrocytes in the presence of *miR-146a-5p* inhibitor or control inhibitor (n = 3). The data were normalized to vehicle-treated group; (**c**) Histological characterizations of IL-1β-treated murine articular cartilage explants in the presence of *miR-146a-5p* inhibitor, including alcian blue/hematoxylin (ABH) staining and IHC for Col2a1, phospho-p65, and Mmp13 (n = 3) (scale bar, 100 μm for ABH staining and Col2a1 IHC, and 100 μm for phospho-p65 and Mmp13 IHC); (**d**) Quantifications of relative ABH intensity on cartilage explant sections (n = 3). Data presented as mean ± SD. * *p* < 0.05 determined by two-way ANOVA followed by Tukey test to compare among multiple groups.

**Figure 4:**
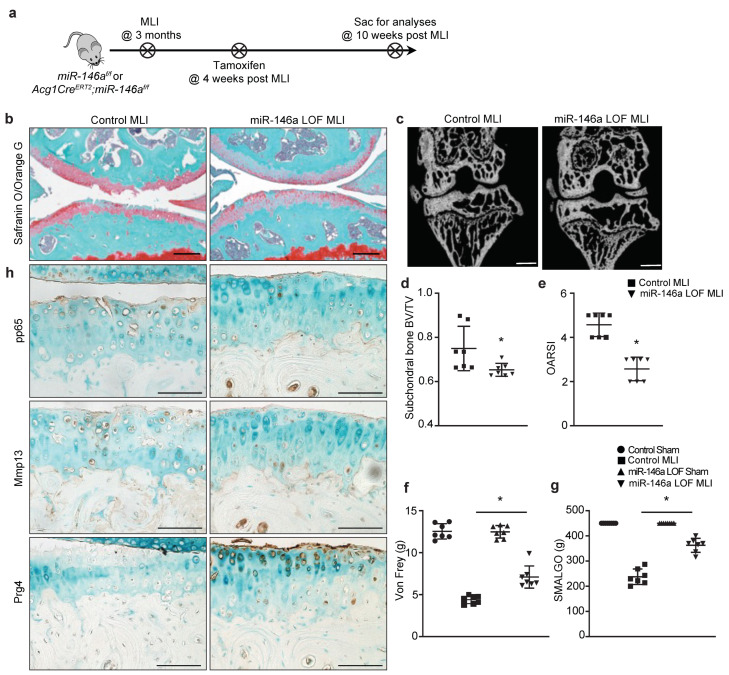
Loss of *miR-146a* in chondrocytes protects against injury-induced OA in mice. (**a**) Schematic illustration of in vivo experimental design; (**b**) Safranin O/fast green staining of knee sections of *miR-146a^f/f^* (control) and *Agc1Cre^ERT2^;miR-146a^f/f^* (*miR-146a^Agc1^*, *miR-146a* LOF) mice at 10 weeks following MLI surgery (n = 7) (scale bar, 100 μm); (**c**) MicroCT images of subchondral bone from control and *miR-146a* LOF mice at 10 weeks post-MLI-surgery (n = 7) (scale bar, 0.5 mm); (**d**) Quantifications of bone volume over total tissue volume (BV/TV) in reconstructed subchondral bone from control and *miR-146a* LOF mice at 10 weeks following MLI (n = 7); (**e**) Osteoarthritis Research Society International (OARSI) scores for the medial tibial plateau and femoral condyle from control and *miR-146a* LOF mice at 10 weeks following MLI (n = 7); OA-related pain assessed by (**f**) electronic Von Frey and (**g**) Small Animal Algometer (SMALGO) tests in control and *miR-146a* LOF mice at 10 weeks following MLI (n = 7). Data presented as mean ± SD. * *p* < 0.05 by Student’s *t*-test; (**h**) IHC for phospho-p65, Mmp13, and Prg4 on knee sections of control and *miR-146a* LOF mice at 10 weeks post-MLI (n = 7) (scale bar, 100 μm).

**Figure 5:**
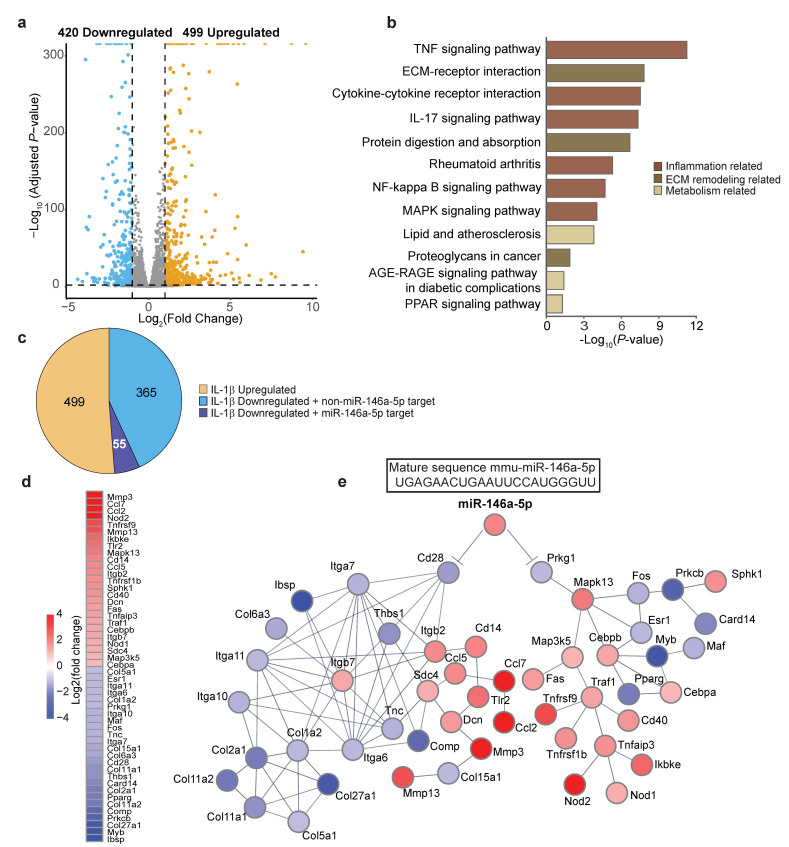
Putative gene targets of *miR-146a-5p* in articular chondrocytes are enriched in inflammatory pathways and cartilage matrix homeostasis. (**a**) Volcano plot of RNA-Seq showing the global transcriptional changes in IL-1β- versus vehicle-treated primary murine articular chondrocytes (n = 4); (**b**) Significant enriched KEGG pathways (*p* < 0.05) for differentially expressed genes (DEGs) (Log_2_FoldChange > 2, *Padj* < 0.05) between IL-1β- and vehicle-treated groups (n = 4); (**c**) Pie chart indicating the significantly IL-1β-regulated genes and putative gene targets predicted by the TargetScan web tool. Yellow represents IL-1β-upregulated genes. Light blue represents genes that are downregulated but not targeted by *miR-146a-5p*. Dark Blue represents genes that are downregulated and potentially targeted by *miR-146a-5p* in primary murine articular chondrocytes (n = 4); (**d**) Functional association network of *miR-146a-5p* and its gene targets linked to two major biological functions, inflammatory responses, and cartilage matrix homeostasis (n = 4); (**e**) Heatmap of DEGs illustrated in protein–protein interaction network (n = 4).

## Data Availability

The RNA-Seq and miRNA-Seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession GSE221485.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/biom13010123/s1. Figure S1: Data analyses of miRNA-Seq assays with IL-1β or vehicle-treated primary murine articular chondrocytes; Figure S2: Knockdown efficacy of *miR-146a* inhibitor in articular chondrocytes; Figure S3: Loss of *miR-146a* in chondrocytes does not lead to phenotypic abnormalities within joints; Figure S4: Data analyses of RNA-Seq assays with IL-1β- or vehicle-treated primary murine articular chondrocytes; Table S1: Primer sequences for real-time qPCR analyses.

## References

[1] Hunter D.J., Bierma-Zeinstra S. (2019). Osteoarthritis. Lancet.

[2] Katz J.N., Arant K.R., Loeser R.F. (2021). Diagnosis and treatment of hip and knee osteoarthritis: A review. JAMA.

[3] Martel-Pelletier J., Barr A.J., Cicuttini F.M., Conaghan P.G., Cooper C., Goldring M.B., Goldring S.R., Jones G., Teichtahl A.J., Pelletier J.P. (2016). Osteoarthritis. Nat. Rev. Dis. Prim..

[4] Mueller M.B., Tuan R.S. (2011). Anabolic/Catabolic balance in pathogenesis of osteoarthritis: Identifying molecular targets. PM R.

[5] Finnson K.W., Chi Y., Bou-Gharios G., Leask A., Philip A. (2012). TGF-b signaling in cartilage homeostasis and osteoarthritis. Front. Biosci..

[6] Seifarth C., Csaki C., Shakibaei M. (2009). Anabolic actions of IGF-I and TGF-β1 on Interleukin-1beta-treated human articular chondrocytes: Evaluation in two and three dimensional cultures. Histol. Histopathol..

[7] Wang C., Shen J., Ying J., Xiao D., O’Keefe R.J. (2020). FoxO1 is a crucial mediator of TGF-β/TAK1 signaling and protects against osteoarthritis by maintaining articular cartilage homeostasis. Proc. Natl. Acad. Sci. USA.

[8] Kapoor M., Martel-Pelletier J., Lajeunesse D., Pelletier J.P., Fahmi H. (2011). Role of proinflammatory cytokines in the pathophysiology of osteoarthritis. Nat. Rev. Rheumatol..

[9] Molnar V., Matisic V., Kodvanj I., Bjelica R., Jelec Z., Hudetz D., Rod E., Cukelj F., Vrdoljak T., Vidovic D. (2021). Cytokines and Chemokines Involved in Osteoarthritis Pathogenesis. Int. J. Mol. Sci..

[10] Chevalier X., Eymard F. (2019). Anti-IL-1 for the treatment of OA: Dead or alive?. Nat. Rev. Rheumatol..

[11] Chevalier X., Eymard F., Richette P. (2013). Biologic agents in osteoarthritis: Hopes and disappointments. Nat. Rev. Rheumatol..

[12] Chevalier X., Goupille P., Beaulieu A.D., Burch F.X., Bensen W.G., Conrozier T., Loeuille D., Kivitz A.J., Silver D., Appleton B.E. (2009). Intraarticular injection of anakinra in osteoarthritis of the knee: A multicenter, randomized, double-blind, placebo-controlled study. Arthritis Rheum..

[13] Bartel D.P. (2004). MicroRNAs: Genomics, biogenesis, mechanism, and function. Cell.

[14] Malemud C.J. (2018). MicroRNAs and Osteoarthritis. Cells.

[15] Miyaki S., Asahara H. (2012). Macro view of microRNA function in osteoarthritis. Nat. Rev. Rheumatol..

[16] Oliviero A., Della Porta G., Peretti G.M., Maffulli N. (2019). MicroRNA in osteoarthritis: Physiopathology, diagnosis and therapeutic challenge. Br. Med. Bull..

[17] Sondag G.R., Haqqi T.M. (2016). The role of MicroRNAs and their targets in osteoarthritis. Curr. Rheumatol. Rep..

[18] Iulian Stanciugelu S., Homorogan C., Selaru C., Patrascu J.M., Patrascu J.M., Stoica R., Nitusca D., Marian C. (2022). Osteoarthritis and microRNAs: Do they provide novel insights into the pathophysiology of this degenerative disorder?. Life.

[19] Abouheif M.M., Nakasa T., Shibuya H., Niimoto T., Kongcharoensombat W., Ochi M. (2010). Silencing microRNA-34a inhibits chondrocyte apoptosis in a rat osteoarthritis model in vitro. Rheumatology.

[20] Dunn W., DuRaine G., Reddi A.H. (2009). Profiling microRNA expression in bovine articular cartilage and implications for mechanotransduction. Arthritis Rheum..

[21] Miyaki S., Sato T., Inoue A., Otsuki S., Ito Y., Yokoyama S., Kato Y., Takemoto F., Nakasa T., Yamashita S. (2010). MicroRNA-140 plays dual roles in both cartilage development and homeostasis. Genes Dev..

[22] Zhang X., Wang C., Zhao J., Xu J., Geng Y., Dai L., Huang Y., Fu S.C., Dai K., Zhang X. (2017). miR-146a facilitates osteoarthritis by regulating cartilage homeostasis via targeting Camk2d and Ppp3r2. Cell Death Dis..

[23] Che X., Chen T., Wei L., Gu X., Gao Y., Liang S., Li P., Shi D., Liang B., Wang C. (2020). MicroRNA-1 regulates the development of osteoarthritis in a Col2a1-Cre-ERT2/GFPfl/fl-RFP-miR-1 mouse model of osteoarthritis through the downregulation of Indian hedgehog expression. Int. J. Mol. Med..

[24] Pan H., Dai H., Wang L., Lin S., Tao Y., Zheng Y., Jiang R., Fang F., Wu Y. (2020). MicroRNA-410-3p modulates chondrocyte apoptosis and inflammation by targeting high mobility group box 1 (HMGB1) in an osteoarthritis mouse model. BMC Musculoskelet. Disord..

[25] Henry S.P., Jang C.W., Deng J.M., Zhang Z., Behringer R.R., de Crombrugghe B. (2009). Generation of aggrecan-CreERT2 knockin mice for inducible Cre activity in adult cartilage. Genesis.

[26] Cho S., Lee H.M., Yu I.S., Choi Y.S., Huang H.Y., Hashemifar S.S., Lin L.L., Chen M.C., Afanasiev N.D., Khan A.A. (2018). Differential cell-intrinsic regulations of germinal center B and T cells by miR-146a and miR-146b. Nat. Commun..

[27] Kamekura S., Hoshi K., Shimoaka T., Chung U., Chikuda H., Yamada T., Uchida M., Ogata N., Seichi A., Nakamura K. (2005). Osteoarthritis development in novel experimental mouse models induced by knee joint instability. Osteoarthr. Cartil..

[28] Sampson E.R., Beck C.A., Ketz J., Canary K.L., Hilton M.J., Awad H., Schwarz E.M., Chen D., O’Keefe R.J., Rosier R.N. (2011). Establishment of an index with increased sensitivity for assessing murine arthritis. J. Orthop. Res..

[29] Gosset M., Berenbaum F., Thirion S., Jacques C. (2008). Primary culture and phenotyping of murine chondrocytes. Nat. Protoc..

[30] Risso D., Ngai J., Speed T.P., Dudoit S. (2014). Normalization of RNA-seq data using factor analysis of control genes or samples. Nat. Biotechnol..

[31] McGeary S.E., Lin K.S., Shi C.Y., Pham T.M., Bisaria N., Kelley G.M., Bartel D.P. (2019). The biochemical basis of microRNA targeting efficacy. Science.

[32] Xie Z., Bailey A., Kuleshov M.V., Clarke D.J.B., Evangelista J.E., Jenkins S.L., Lachmann A., Wojciechowicz M.L., Kropiwnicki E., Jagodnik K.M. (2021). Gene set knowledge discovery with enrichr. Curr. Protoc..

[33] Szklarczyk D., Gable A.L., Lyon D., Junge A., Wyder S., Huerta-Cepas J., Simonovic M., Doncheva N.T., Morris J.H., Bork P. (2019). STRING v11: Protein-protein association networks with increased coverage, supporting functional discovery in genome-wide experimental datasets. Nucleic Acids Res..

[34] Lotz M.K., Otsuki S., Grogan S.P., Sah R., Terkeltaub R., D’Lima D. (2010). Cartilage cell clusters. Arthritis Rheum..

[35] Goldring M.B., Birkhead J., Sandell L.J., Kimura T., Krane S.M. (1988). Interleukin 1 suppresses expression of cartilage-specific types II and IX collagens and increases types I and III collagens in human chondrocytes. J. Clin. Investig..

[36] Yamasaki K., Nakasa T., Miyaki S., Ishikawa M., Deie M., Adachi N., Yasunaga Y., Asahara H., Ochi M. (2009). Expression of MicroRNA-146a in osteoarthritis cartilage. Arthritis Rheum..

[37] Taganov K.D., Boldin M.P., Chang K.J., Baltimore D. (2006). NF-κB-dependent induction of microRNA miR-146, an inhibitor targeted to signaling proteins of innate immune responses. Proc. Natl. Acad. Sci USA.

[38] Gross J.A., Callas E., Allison J.P. (1992). Identification and distribution of the costimulatory receptor CD28 in the mouse. J. Immunol..

[39] Loeser R.F. (2014). Integrins and chondrocyte-matrix interactions in articular cartilage. Matrix Biol..

[40] Scanzello C.R. (2017). Chemokines and inflammation in osteoarthritis: Insights from patients and animal models. J. Orthop. Res..

[41] Kleppisch T., Pfeifer A., Klatt P., Ruth P., Montkowski A., Fassler R., Hofmann F. (1999). Long-term potentiation in the hippocampal CA1 region of mice lacking cGMP-dependent kinases is normal and susceptible to inhibition of nitric oxide synthase. J. Neurosci..

[42] O’Connell R.M., Rao D.S., Baltimore D. (2012). microRNA regulation of inflammatory responses. Annu. Rev. Immunol..

[43] Tahamtan A., Teymoori-Rad M., Nakstad B., Salimi V. (2018). Anti-inflammatory MicroRNAs and their potential for inflammatory diseases treatment. Front. Immunol..

[44] Li J., Huang J., Dai L., Yu D., Chen Q., Zhang X., Dai K. (2012). miR-146a, an IL-1β responsive miRNA, induces vascular endothelial growth factor and chondrocyte apoptosis by targeting Smad4. Arthritis Res. Ther..

[45] Jin L., Zhao J., Jing W., Yan S., Wang X., Xiao C., Ma B. (2014). Role of miR-146a in human chondrocyte apoptosis in response to mechanical pressure injury in vitro. Int. J. Mol. Med..

[46] Zhang F., Wang J., Chu J., Yang C., Xiao H., Zhao C., Sun Z., Gao X., Chen G., Han Z. (2015). MicroRNA-146a Induced by Hypoxia Promotes Chondrocyte Autophagy through Bcl-2. Cell Physiol. Biochem..

[47] Chen G., Gao X., Wang J., Yang C., Wang Y., Liu Y., Zou W., Liu T. (2017). Hypoxia-induced microRNA-146a represses Bcl-2 through Traf6/IRAK1 but not Smad4 to promote chondrocyte autophagy. Biol. Chem..

[48] Guan Y.J., Li J., Yang X., Du S., Ding J., Gao Y., Zhang Y., Yang K., Chen Q. (2018). Evidence that miR-146a attenuates aging- and trauma-induced osteoarthritis by inhibiting Notch1, IL-6, and IL-1 mediated catabolism. Aging Cell.

[49] Al-Modawi R.N., Brinchmann J.E., Karlsen T.A. (2019). Multi-pathway Protective Effects of MicroRNAs on Human Chondrocytes in an In Vitro Model of Osteoarthritis. Mol. Ther.—Nucleic Acids.

[50] Jia D., Li Y., Han R., Wang K., Cai G., He C., Yang L. (2019). miR-146a-5p expression is upregulated by the CXCR4 antagonist TN14003 and attenuates SDF-1-induced cartilage degradation. Mol. Med. Rep..

[51] Estrada-Capetillo L., Aragoneses-Fenoll L., Dominguez-Soto A., Fuentelsaz-Romero S., Nieto C., Simon-Fuentes M., Alonso B., Portoles P., Corbi A.L., Rojo J.M. (2021). CD28 is expressed by macrophages with anti-inflammatory potential and limits their T-cell activating capacity. Eur. J. Immunol..

[52] Flores-Costa R., Duran-Guell M., Casulleras M., Lopez-Vicario C., Alcaraz-Quiles J., Diaz A., Lozano J.J., Titos E., Hall K., Sarno R. (2020). Stimulation of soluble guanylate cyclase exerts antiinflammatory actions in the liver through a VASP/NF-κB/NLRP3 inflammasome circuit. Proc. Natl. Acad. Sci. USA.

[53] Li X., Gibson G., Kim J.S., Kroin J., Xu S., van Wijnen A.J., Im H.J. (2011). MicroRNA-146a is linked to pain-related pathophysiology of osteoarthritis. Gene.

[54] Li X., Kroin J.S., Kc R., Gibson G., Chen D., Corbett G.T., Pahan K., Fayyaz S., Kim J.S., van Wijnen A.J. (2013). Altered spinal microRNA-146a and the microRNA-183 cluster contribute to osteoarthritic pain in knee joints. J. Bone Miner. Res..

[55] Karlsson C., Dehne T., Lindahl A., Brittberg M., Pruss A., Sittinger M., Ringe J. (2010). Genome-wide expression profiling reveals new candidate genes associated with osteoarthritis. Osteoarthr. Cartil..

[56] Zhang D., Cao X., Li J., Zhao G. (2015). MiR-210 inhibits NF-κB signaling pathway by targeting DR6 in osteoarthritis. Sci. Rep..

[57] Song J., Jin E.H., Kim D., Kim K.Y., Chun C.H., Jin E.J. (2015). MicroRNA-222 regulates MMP-13 via targeting HDAC-4 during osteoarthritis pathogenesis. BBA Clin..

[58] Lin H.S., Hu C.Y., Chan H.Y., Liew Y.Y., Huang H.P., Lepescheux L., Bastianelli E., Baron R., Rawadi G., Clement-Lacroix P. (2007). Anti-rheumatic activities of histone deacetylase (HDAC) inhibitors in vivo in collagen-induced arthritis in rodents. Br. J. Pharmacol..

# Supplementary material for: Silencing miR-146a-5p Protects against Injury-Induced Osteoarthritis in Mice
**Source:** Biomolecules. 2023 Jan 7;13(1):123. doi: 10.3390/biom13010123

**Supplemental Table S1. Primer sequences for real-time qPCR analyses**

| <b>Genes</b> | <b>Sequences</b>                                                           |
|--------------|----------------------------------------------------------------------------|
| <i>Il6</i>   | 5'-TCC AGT TGC CTT CTT GGG AC-3'<br>5'-GTA CTC CAG AAG ACC AGA GG-3'       |
| <i>Tnfa</i>  | 5'-CAC ACT CAG ATC ATC TTC TCA A-3'<br>5'-AGT AGA CAA GGT ACA ACC CAT C-3' |
| <i>Mmp13</i> | 5'-AGA CTG GTA ATG GCA TCA AGG-3'<br>5'-GCC ATT TCA TGC TTC CTG ATG-3'     |
| <i>Actb</i>  | 5'-AGA TGT GGA TCA GCA AGC AG-3'<br>5'-GCG CAA GTT AGG TTT TGT CA-3'       |
| <i>IL6</i>   | 5'-GCC TTC GGT CCA GTT GCC TT-3'<br>5'-GCA GAA TGA GAT GAG TTG TC-3'       |
| <i>TNFa</i>  | 5'-AGG CGC TCC CCA AGA AGA CA-3'<br>5'-TCC TTG GCA AAA CTG CAC CT-3'       |
| <i>MMP13</i> | 5'-TGG CAT CAA GGG ATA AGG AAG-3'<br>5'-AGC CAC TTT ATG CTT CCT GA-3'      |
| <i>ACTB</i>  | 5'-CCT TGC ACA TGC CGG AG-3'<br>5'-ACA GAG CCT CGC CTT TG-3'               |

**Supplemental Figure S1. Data analyses of miRNA-Seq assays with IL-1 $\beta$  or vehicle treated primary murine articular chondrocytes.** (a) Principle component analysis (PCA) plot of two treatment groups (IL-1 $\beta$  or vehicle) (n=4). (b) Heatmap of correlation within samples (n=4 for each group).

**Supplemental Figure S2. Knockdown efficacy of *miR-146a-5p* inhibitor in articular chondrocytes.**

Real-time qPCR for *miR-146a-5p* in primary murine articular chondrocytes transfected with different concentrations of *miR-146a-5p* inhibitor. \* $P < 0.05$  determined by two-way ANOVA followed by Tukey test to compare among multiple groups.

**Supplemental Figure S3. Loss of *miR-146a* in chondrocytes does not lead to phenotypic abnormalities within joints.**

(a) Safranin O/fast green staining of uninjured contralateral knee sections of control sham and *miR-146a* LOF sham mice at 10 weeks post MLI (n=7) (scale bar, 100  $\mu$ m). (b) MicroCT images of uninjured contralateral subchondral bone from control sham and *miR-146a* LOF sham mice at 10 weeks post MLI surgery (n=7) (scale bar, 0.5 mm). (c) BV/TV measured on uninjured contralateral subchondral bone from control sham and *miR-146a* LOF sham mice at 10 weeks post MLI surgery (n=7). Data presented as mean  $\pm$  SD. \* $P < 0.05$  by Student's t test.

**Supplemental Figure S4. Data analyses of RNA-Seq assays with IL-1 $\beta$  or vehicle treated primary murine articular chondrocytes.** (a) PCA plot of two treatment groups (IL-1 $\beta$  or vehicle) (n=4). (b) Heatmap of correlation within samples (n=4 for each group).

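In a principal component analysis of the 500 genes with the highest variance of log2(CPM + 1), the first component held 96.8% of the variance and the second held 1.76%. On the first component the 4 IL-1β samples lay between 20.1 and 21.6 and the 4 vehicle samples between -21.2 and -20.0. The share of the first component moved most, to 77.0%, when all 14404 tested genes were used in place of the 500 most variable. Pearson's r between the log2 CPM of 2 samples, taken across genes, which are not independent replicates, was 0.995 to 0.997 within a group and 0.974 to 0.978 between groups. A chi-square statistic per degree of freedom, in which 1 is the value for counting error alone, was 1.98 to 6.35 within a group and 55.2 to 71.8 between groups.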

Supplemental Figure S1

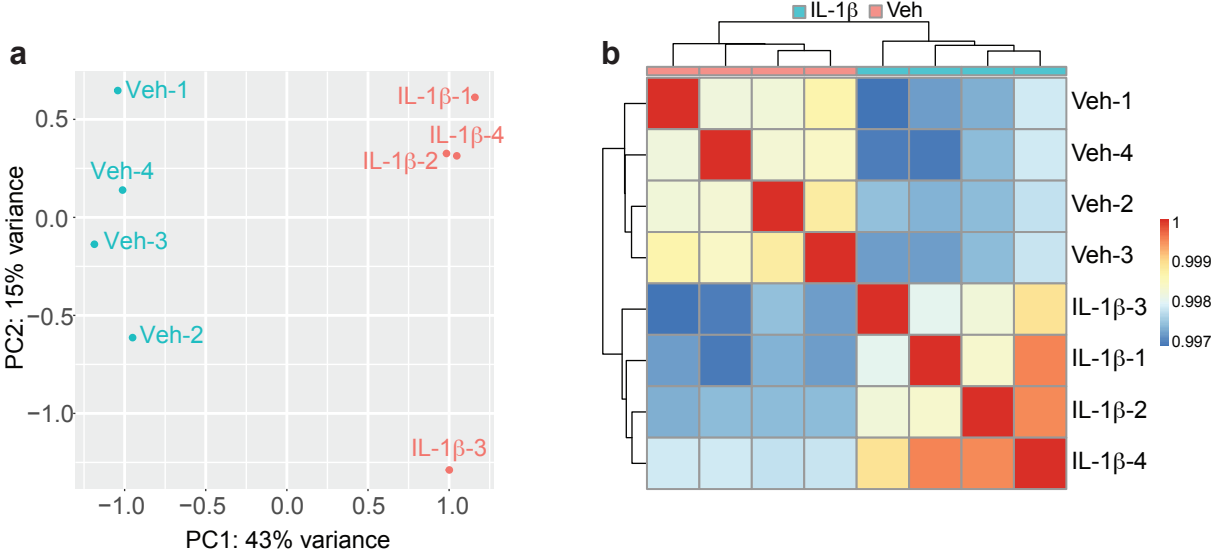

Supplemental Figure S2

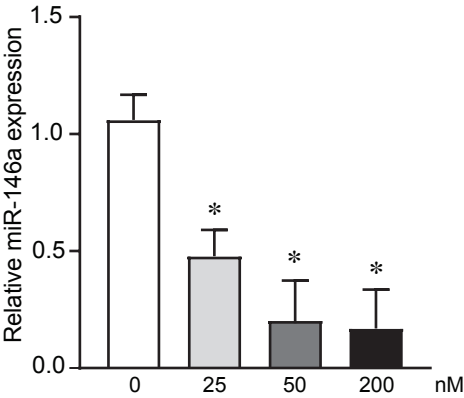

Supplemental Figure S3

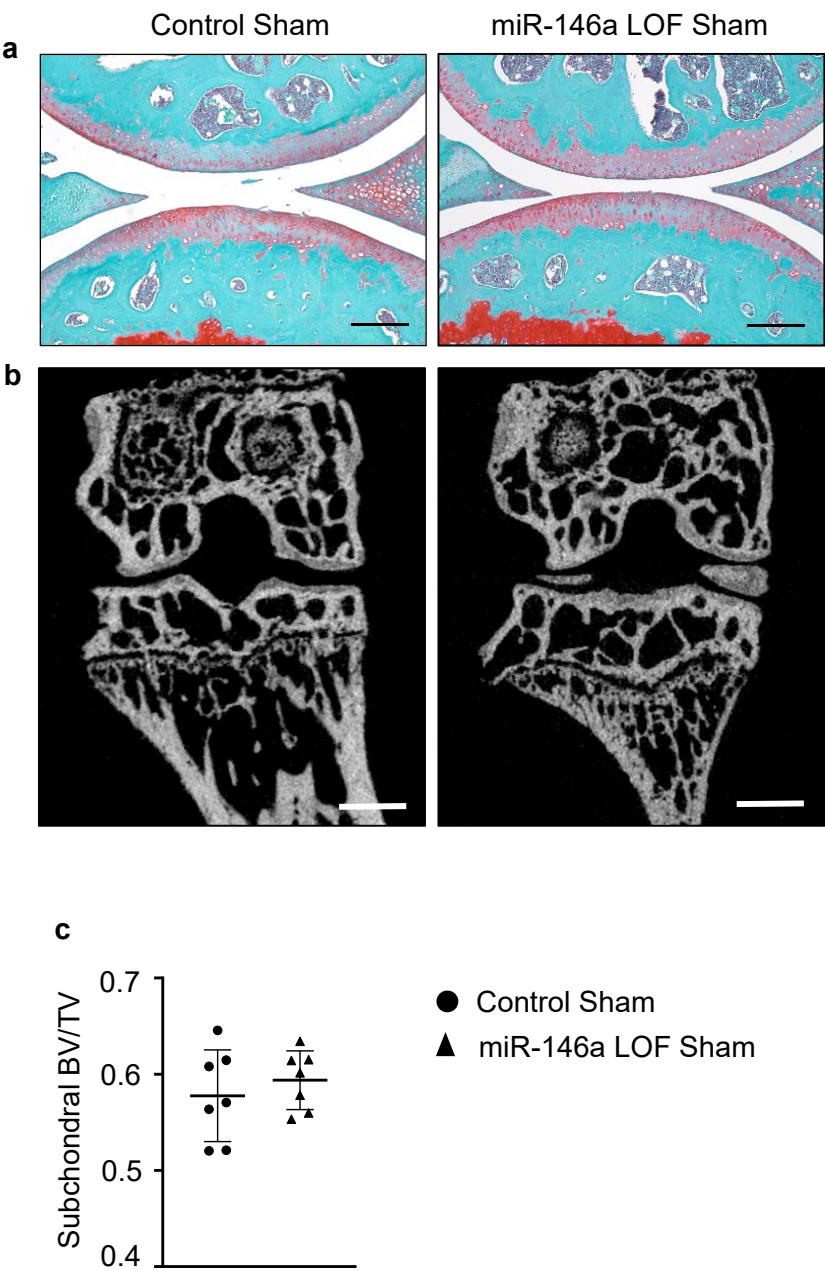

Supplemental Figure S4

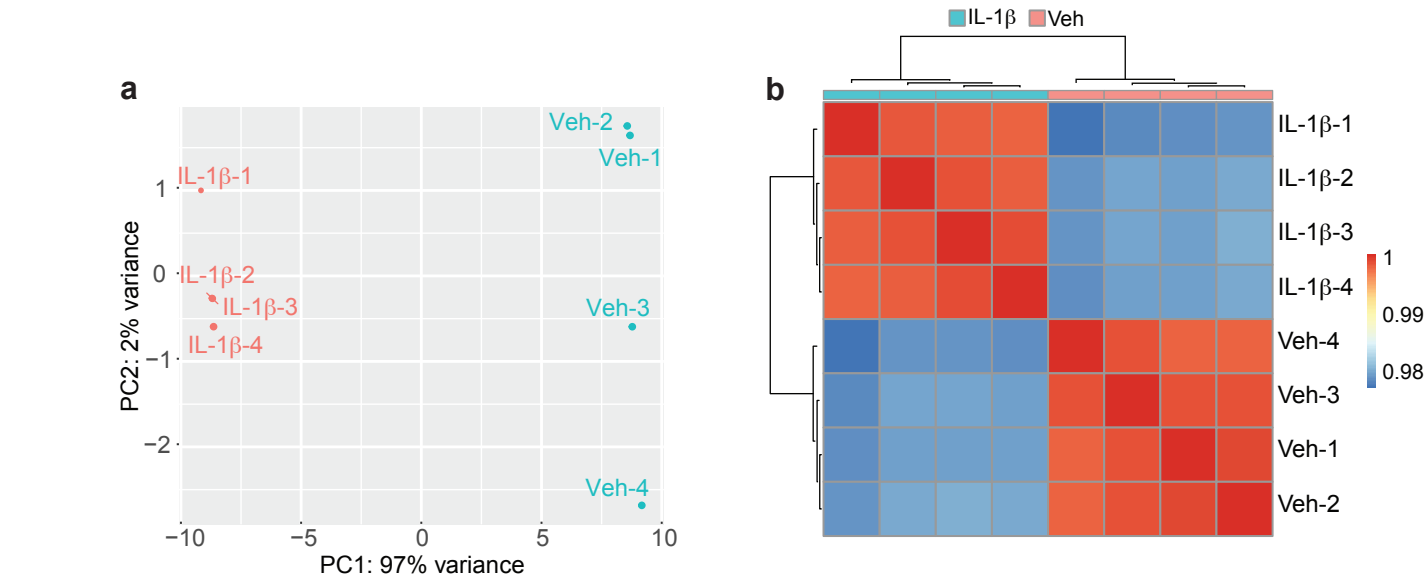

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

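The data cover RNA-Seq of primary murine articular chondrocytes, with 4 samples treated with IL-1β (1 ng/mL, 24 h) and 4 treated with vehicle. The authors trimmed the reads with cutadapt, aligned them to mm10 with GENCODE vM20 by STAR and counted them with featureCounts. The values they deposited are whole-number counts per gene symbol, not scaled to a common total per sample. The deposited table does not state whether these counts precede or follow the batch correction with RUVseq that the methods name, and they were used as they are. The authors deposited a column of gene lengths in bases (unit: other) beside the counts, which was not used for normalization. All 8 count columns were used. The miRNA-Seq, the qPCR, the in vivo experiments and the human samples of the paper were not analysed here, and neither were the gene sets behind its KEGG, TargetScan and STRING analyses.

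Of the 54658 gene symbols, 54000 (98.8%) matched 1 gene of the GENCODE vM21 annotation, of the same assembly (GRCm38) as the authors' vM20, and 53178 of these (98.5%) had the same total exon length as the length listed beside the counts. Positions, 3′ UTRs, GC content and overlaps with other genes were taken from vM21.

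Samples were grouped by the treatment in their labels. Counts were normalized by TMM and tested by edgeR's quasi-likelihood test (edgeR 4.0.16, limma 3.58.1, R 4.3.3), with the treatment as the only term, over the 14404 genes with a CPM above 1 in at least 4 samples. The prior degrees of freedom were 20.9. DEGs had a log2 fold change above 1 or below -1 and a Benjamini-Hochberg adjusted p-value under 0.05. Standard errors refer to the log2 fold change and were obtained by dividing its size by the square root of the test's F statistic. They restate the test and are no separate estimate of precision, least of all where a group has few reads. The code was tested on simulated data with 200 changed genes among 14404: edgeR and DESeq2 each recovered 100% of these, with 1 false call and 0 false calls, respectively. All simulated changes were past the threshold and every gene had the same dispersion, so this recovery says nothing about calls near the threshold. Where no gene was changed, edgeR made 0 calls.

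Other values were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and statsmodels 0.14.6, and figures were drawn with matplotlib 3.10.9. Gene families were defined by gene symbol, with *Cd40* and *Fas* counted in the TNF receptor superfamily by name. They were tested by Fisher's exact test, two-sided, over the genes tested. The principal components used log2(CPM + 1) of the 500 most variable genes. Seed sites were searched in the 3′ UTR of the longest coding transcript, as matches to positions 2 to 8 of miR-146a-5p (7mer), the same followed by A (8mer), or 6 bases of it, and the search was tested on 6 constructed sequences, with 6 right. A 7mer of positions 2 to 7 followed by A also counted. The genes matched in 3′ UTR length were drawn 100000 times within 10 classes of length.

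The named genes follow a rule written in advance. They are the genes the paper names for these samples, the genes it measures in chondrocytes by other assays, the miRNA targets and effectors that its discussion and references name, and lists of cell type markers. The 5 genes with the largest rise and the 5 with the largest fall were added, among DEGs whose groups did not overlap and whose higher group had a mean of at least 5 CPM. Genes outside the rule are marked in the text as named after their values were seen.

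Total counts per sample were 10992355 to 17456063. The smallest abundance shown at these totals was set at 3 counts, which is 0.172 to 0.273 CPM. Folds against a group in which every sample was at or under 3 counts are given as lower bounds. These smallest abundances cover counting error only, since reads without molecular identifiers are not independent molecules. The 95% Wilson confidence intervals are given for shares of genes with a seed site and treat genes as independent draws, which they are not.

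The alternatives were DESeq2 1.42.0 in place of edgeR, DESeq2's size factors or the total library size in place of TMM, other filters on low counts or none, the replicate number as a block, and 1 factor of unwanted variation estimated by the RUVs procedure, written out in R. Further alternatives were glmTreat against a log2 fold change of 1, a log2 fold change beyond 2, camera (inter-gene correlation 0.01), other transformations for the principal components, other definitions of seed sites, and each of the 8 samples left out in turn. That the replicate numbers of the groups mark pairs is taken from the labels only. Samples were also split in the 35 ways that give 4 against 4, and single samples were compared with the rest of their group by Dixon's ratio at its 95% critical value for 4 samples.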

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

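The tests of the rise of *Saa3*, *Cxcl5*, *Vnn3*, *Saa1* and *Saa2* were all chosen only after the rise was seen.

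In 6 of the 164 groups of 4 values compared (the named genes that passed the filter on low counts and the total counts, each with IL-1β and with vehicle), the highest or lowest sample lay further from the other 3 than the 95% critical value of Dixon's ratio allows. About 1 group in 20, or 8.2 groups here, would do so by chance. *Tnfrsf9* had 2.24 CPM in IL-1β replicate 2, against 3.42 to 3.58 CPM in the other IL-1β samples. *Tlr2* had 63.8 CPM in IL-1β replicate 1, against 56.9 to 57.4 CPM. *Cd40* had 1.33 CPM in vehicle replicate 2, against 0.695 to 0.787 CPM. *Comp* had 551 CPM in vehicle replicate 4, against 525 to 529 CPM. *Hapln1* had 253 CPM in IL-1β replicate 1, against 267 to 268 CPM, and *Ppp1r1b* had 44.3 CPM in vehicle replicate 4, against 39.8 to 40.5 CPM. The samples concerned were IL-1β replicate 1 and vehicle replicate 4 with 2 genes each, and IL-1β replicate 2 and vehicle replicate 2 with 1 gene each. With each of the 8 samples left out in turn, the log2 fold change of *Cd40* lay between 1.40 and 1.85, that of *Tnfrsf9* between 2.65 and 2.92, and that of *Comp* between -2.36 and -2.29. No technical or biological explanation was tested for these single samples, since their number is not above that given by chance.

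The 5 genes with the largest estimated rise, among DEGs with groups that did not overlap and a mean of at least 5 CPM in the higher group, were not among the genes the paper discusses. *Saa3* rose from 0.918 ± 0.339 CPM with vehicle to 723 ± 51.9 CPM with IL-1β (SD, n = 4), a log2 fold change of 9.57 (standard error 0.0865, adjusted p = 7.61e-34 from edgeR), with at most 23 reads in a vehicle sample. *Vnn3* had a log2 fold change of 8.70 (standard error 0.0731, adjusted p = 1.8e-34 from edgeR), with at most 11 reads in a vehicle sample. The vehicle samples of the other 3 genes were at or under 3 reads, so their rises are lower bounds. *Cxcl5* was at least 283-fold higher with IL-1β, *Saa1* at least 35.3-fold higher and *Saa2* at least 44.2-fold higher. Each of the 5 genes was higher in all 4 IL-1β samples than in all 4 vehicle samples.

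Of the technical explanations, gene length or GC content bias was tested on the 100 genes closest to each of the 5 in both measures, and the highest of the 5 medians of their log2 fold changes was 0.04 (0.0379). A difference in library size was tested by thinning each sample to the smallest total, after which the lowest log2 fold change of the 5 genes, with vehicle set to at least 3 counts, was 4.57. A few genes taking most of the counts were weighed by leaving the 100 most abundant genes out of the normalization. The median shift of all log2 fold changes was 0.000421 (0.0004214), so leaving these genes out changed next to nothing and is no separate test. They held 35.0% of the counts in both groups, and this equal share argues against that explanation. Reads shared between paralogs were weighed on *Saa3*, *Cxcl5* and *Vnn3*, which share under 5% of their 50-mers with another gene. The smallest of the rises given for these 3 genes is the lower bound of *Cxcl5*, 8.14 on the log2 scale. *Saa1* and *Saa2* share 31.5% and 30% of their 50-mers, mostly with each other, so reads of these 2 genes cannot be fully told apart. More RNA from myeloid cells in the IL-1β cultures was tested on 10 marker genes, and the highest log2 fold change of those that passed the filter was 0.67 (0.666, *Cd68*). The rise stayed past the threshold in the thinned samples, and neither the matched genes nor the myeloid markers that passed the filter rose by a comparable amount. The rise of the 5 genes may be a response of the chondrocytes to IL-1β, which is a hypothesis found and tested on the same samples.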

How the results depend on the processing

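The alternatives were chosen before the data were examined, except that 3 settings of DESeq2, described with the differences from the paper's values, and the thresholds of glmTreat and of a log2 fold change beyond 2 for single genes were chosen only after the results were seen.

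The log2 fold changes of *Cd28* and *Prkg1* kept their direction and their side of the threshold, from -1.85 to -1.25 (adjusted p up to 0.00158) over 18 refits for *Cd28* and from -1.16 to -1.07 (adjusted p up to 5.74e-11) over 19 refits for *Prkg1*. Neither gene stayed past a stricter threshold: with glmTreat the adjusted p was 0.492 for *Cd28* and 0.728 for *Prkg1*, and their log2 fold changes of -1.453 and -1.106 do not reach a log2 fold change beyond 2. *Cd28* had no value when a CPM above 1 was required in all 8 samples, since it did not pass that filter. The families of chemokine ligands and collagens kept an adjusted p-value under 0.05 in all 21 refits and thresholds, with odds ratios of 14.6 to 108 and of 13.9 to 20.6, and also under camera (adjusted p = 5.85e-33 and 2.85e-33). For the other 85 named genes, 1550 of 1608 values kept their direction and their side of the threshold, 57 became weaker, 1 became stronger (*Lck*, 1.03 without vehicle replicate 2) and 0 were reversed. Those that became weaker did so with glmTreat or with a log2 fold change beyond 2, apart from *Cebpa* (0.99 without IL-1β replicate 4). Of 64 named genes that were DEGs, *Cd28* and *Prkg1* included and *Cxcl5*, *Saa1* and *Saa2* left out because their folds are lower bounds, 47 were DEGs with glmTreat and 21 with a log2 fold change beyond 2. The median log2 fold change of the chemokine ligands was 0.49 with a CPM above 1 in all 8 samples and 0.93 without a filter on low counts, against 3.23. The largest shift of the median log2 fold change of all genes was -0.00546, without a filter on low counts.

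The filter on low counts changed the number of DEGs. Without a filter, 32379 genes were tested and 1206 were DEGs (635 upregulated, 571 downregulated), of which 749 were shared with the 751. With a CPM above 1 in all 8 samples, 266 genes were upregulated and 511 were DEGs in total. The other filter, scalings, count model, replicate block and factor of unwanted variation gave between 725 and 757 DEGs, and the 8 fits that each left out 1 sample gave 746 to 769, with 407 to 424 upregulated and 330 to 347 downregulated.

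The threshold on the fold change also changed the number. With glmTreat, 437 genes were DEGs (262 upregulated, 175 downregulated), as were 30 of the genes in Figure 5d. With a log2 fold change beyond 2, 183 genes were DEGs (122 upregulated, 61 downregulated), as were 13 of the genes in Figure 5d.

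Among the families, the TNF receptor superfamily had an odds ratio of 5.43 (adjusted p = 0.0809) with a CPM above 1 in all 8 samples and of 5.58 (adjusted p = 0.262) with a log2 fold change beyond 2, and an adjusted p of 0.0613 under camera, against a range of 0.00334 to 0.262 over the refits and thresholds. The integrins had an odds ratio of 2.0 (adjusted p = 0.489) with glmTreat and of 0 (adjusted p = 1) with a log2 fold change beyond 2, against a range of 6.9e-05 to 1, and an adjusted p of 0.0136 under camera. The TRAF genes had an odds ratio of 0 with glmTreat and of 0 with a log2 fold change beyond 2 (adjusted p = 1 in both, range 0.177 to 1), where no TRAF gene was a DEG, and an adjusted p of 0.0613 under camera. The matrix metalloproteinases had an odds ratio of 8.15 (adjusted p = 0.0556, range 0.000195 to 0.0556) with a CPM above 1 in all 8 samples.

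The share of variance on the first principal component was 77.0% with all tested genes, 97.4% after the variance-stabilizing transformation and 93.9% with a pseudocount of 0.1, and ranged from 96.7% to 97.6% (96.65 to 97.6) with single samples left out. The odds ratio for seed sites of miR-146a-5p among downregulated DEGs was 1.22 (Fisher's exact test, p = 0.408) with 8mer sites alone, which reverses its direction, and 0.643 (permutation test, p = 0.0101) against genes matched in 3′ UTR length. It lay between 0.723 and 0.842 with single samples left out, with p-values of 0.0399 to 0.278 from Fisher's exact test, and the lowest of both was without IL-1β replicate 3. For these changes the cause was not tested.

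The depth of the data limits the genes of low abundance. *Cd28* rests on 5 to 17 reads per IL-1β sample, and *Itgb2*, *Prkcb* and *Myb* had too few reads to be tested with the filter on low counts.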

Differences from the paper's values

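The 3 settings of DESeq2 named here that differ from those set before the data were examined were chosen only after the values were seen.

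No count that the paper states for these samples was more than 1.5 times the value computed here or less than its inverse. The paper reports 919 DEGs, of which 420 are downregulated, and about 500 are upregulated in Fig. 5a, read by eye, against 751, 339 and 412 here. Of the alternatives set before the data were examined, the count was further from the paper's than that factor with a CPM above 1 in all 8 samples (511 DEGs), with glmTreat (437 DEGs) and with a log2 fold change beyond 2 (183 DEGs). Under 3 settings chosen after seeing the values, the counts came close to the paper's. DESeq2 over genes with a CPM above 1 in any sample gave 921 DEGs, 418 of them downregulated. DESeq2 with no filter on low counts gave 929 DEGs, 417 of them downregulated, and DESeq2 with 1 RUVs factor and no filter gave 889 DEGs, 401 of them downregulated. The paper's results text, its legend and its methods for the pathway analyses give a log2 fold change above 2 as the threshold, and its RNA-Seq methods a change above 2-fold. With a log2 fold change beyond 2 in edgeR, 61 genes were downregulated, and *Cd28* and *Prkg1* were not among them. The DEGs at that threshold held 13 of the 47 genes of Figure 5d that were tested. The total of 183 DEGs and these 13 genes argue against that threshold for the paper's 919 genes. The settings that came close used a 2-fold change.

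The paper draws *Itgb2* as upregulated and *Prkcb* and *Myb* as downregulated in Fig. 5d, and these 3 genes did not pass the filter on low counts here. With no filter on low counts in edgeR, all 3 were DEGs, with log2 fold changes of 1.71, -2.60 and -3.29 (adjusted p = 0.000357, 9.53e-09 and 4.62e-13). They were also DEGs under the 3 settings of DESeq2 chosen after seeing the values. The other 47 genes of Fig. 5d were DEGs in the direction drawn. The share of variance on the first principal component is about 97% in Supplementary Figure S4a, read by eye, and 96.8% here.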

Other observations

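The tests of the splits for upregulated DEGs, downregulated DEGs and the genes of Figure 5d, of length and GC content for the collagens, and of a removed factor of unwanted variation were chosen only after the result was seen.

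The 8 samples can be split into 4 and 4 in 35 ways, of which 8 part every pair of samples with the same replicate number, as the treatment does. In 1 of these 8 splits, the real one, there were as many DEGs as between IL-1β and vehicle, and the same held for the number of upregulated DEGs (1 of 8), of downregulated DEGs (1 of 8) and of genes of Figure 5d past the threshold (1 of 8). The paper called the genes of Figure 5d on the real grouping, so their count is no separate test of it. The smallest share that 8 splits can give is 0.125, so by these 8 splits alone the counts cannot be told apart from a grouping of the samples by chance. The other 27 splits part 2 of the pairs (24 splits) or 0 of them (3 splits). All 34 splits other than the real one gave 0 DEGs, with 131 to 920 genes at an unadjusted p-value under 0.05, against 6713 for the real split. The real split was thus the only one with any DEGs among the 35 (2.86%), which do not all part the same number of pairs. Samples of the same number did not resemble each other more than other pairs did (mean r of deviations -0.0227 against 0.00754).

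A hypothesis was tested that the miR-146a-5p induced by IL-1β lowered genes with seed sites as a group. Over 11938 tested genes with a 3′ UTR, the mean log2 fold change of the 2477 genes with a 7mer or 8mer site differed by 0.00118 from that of genes without. For 299 other orders of the bases of the seed, this difference had a median of -0.0188, with 95% between -0.0454 and 0.00736, and 275 of them were as low as the real seed or lower. Counting the real seed, 92.0% of the seeds lay as low, so that repression through seed sites was not seen for genes with sites as a group. Single genes with a site were not tested by this comparison. The odds ratio of a site among upregulated DEGs was 1.19 (Fisher's exact test, two-sided, p = 0.167). The transcript listed for the miR-146a precursor was at or under 3 counts in every sample.

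*Cd28* is known from T cells, and RNA from T cells in the culture was weighed as a candidate explanation for its reads. Of 10 T cell markers, 1 (*Lck*) had a vehicle mean at or above that of *Cd28*, 7 were at or under the smallest abundance shown (0.19 CPM), and 2 (*Cd4* and *Trbc2*) lay between. *Lck* rose with IL-1β (log2 fold change 0.88, adjusted p = 8.79e-05 from edgeR), while *Cd28* fell. *Trbc2* fell as *Cd28* did, with 8, 4, 3 and 7 reads in the vehicle samples and 0, 0, 0 and 1 in the IL-1β samples (adjusted p = 0.000762 from edgeR without the filter on low counts), at least 1.56-fold lower with IL-1β, and shares 44% of its 50-mers with another gene. *Cd4* had 0.230 CPM with vehicle and 0.209 CPM with IL-1β. Most of the markers go against T cells as the source of all reads of *Cd28*, but a smaller contribution of T cell RNA to the vehicle samples is not excluded. Of the myeloid markers weighed below, *Laptm5* (log2 fold change -1.425), *Cx3cr1* (-1.34) and *Lyz2* (-0.60) also fell. *Fcer1g* (-0.02) hardly changed, and *Csf1r* (0.39) and *Cd68* (0.67) rose. Other sources of the *Cd28* reads were not tested, so a loss of RNA from other blood cells is not excluded.

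*Itgb2*, *Cd14*, *Tlr2* and *Ccl5* rose with IL-1β, with a median log2 fold change of 1.81, and more RNA from myeloid cells in the IL-1β cultures was weighed as a candidate explanation. Of 10 myeloid markers, *Lyz2* (-0.60) and *Cd68* (0.67) passed the filter on low counts, and the median of their log2 fold changes was 0.03 (0.0342). These 2 markers changed in opposite directions, so their median decides little. Without the filter, as for *Itgb2*, the log2 fold changes were 0.39 for *Csf1r*, -0.02 for *Fcer1g*, -1.34 for *Cx3cr1* and -1.425 for *Laptm5*. The other markers, *Ptprc*, *Adgre1*, *Itgam* and *Tyrobp*, had means at or under the abundance of 3 counts in both groups. Their log2 fold changes, from -0.56 (*Tyrobp*) to 3.53 (*Itgam*), rest on too few reads to count either way. No marker above that abundance rose as much as the 4 genes, but *Cd68* rose, so some added myeloid RNA is not excluded. A response of the chondrocytes to IL-1β remains a hypothesis.

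The fall of the collagens was tested against technical explanations. A few genes taking most of the counts were left out, as the 100 most abundant genes, which hold 35.0% of the counts in both groups, and the median log2 fold change of the 33 collagens was then -0.8904, against -0.8908 with all genes. Gene length or GC content bias was tested on genes matched to the collagens in both, whose median log2 fold change was 0.05 (0.0519). The median of all log2 fold changes moved by only 0.0004214 without these abundant genes, so the unchanged collagen median is no separate test. Their equal share of the counts in both groups argues against that explanation. The matched genes did not fall as the collagens did. All 10 chondrocyte markers fell, from -1.08 (*Hapln1*) to -2.79 (*Matn1*), and of the osteoblast markers *Sp7* had a log2 fold change of -1.42, *Bglap* one of -1.62 with 56.6% of its 50-mers shared with other genes, *Alpl* one of -0.65 and *Col1a1* one of -0.10 (adjusted p = 0.076 from edgeR). The fall of the collagens may therefore be part of a response to IL-1β, as a hypothesis found on the same samples.

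Whether the counts were deposited after removal of 1 factor of unwanted variation was tested on the differences between replicates within each group. Such a removal would leave the smallest of their 6 singular values far below the next. Its ratio to the next larger was 0.959, so the values give no sign of a removed factor.

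The following values are reported without an explanation. The 5 genes with the largest fall, among DEGs with groups that did not overlap and a mean of at least 5 CPM in the higher group, were *H19* (log2 fold change -3.84), *Pgm5* (-3.80), *Ibsp* (-3.69), *Ppp1r1b* (-3.61) and *Smoc2* (-3.17). *Prg4* rose from 859 ± 21.8 CPM to 2017 ± 47.2 CPM (SD, n = 4, log2 fold change 1.23). The paper reports *Il6* and *Tnf* in IL-1β-treated chondrocytes by qPCR (Figure 1c), which was not analysed here. In the RNA-Seq samples, *Il6* had 17, 14, 17 and 26 reads in the IL-1β samples and 0 in each vehicle sample, at least 7.1-fold higher. *Tnf* was at or under 3 reads in all samples, so a change was not detectable at this depth. Of genes that the paper or the titles in its reference list name in connection with miR-146a, *Traf6* had a log2 fold change of 0.11 (adjusted p = 0.142), *Irak1* of 0.17 (adjusted p = 0.000664), *Smad4* of 0.13 (adjusted p = 0.00796), *Camk2d* of 0.07 (adjusted p = 0.159) and *Notch1* of -0.89, all from edgeR. *Hdac4* and *Tnfrsf21*, which the paper discusses as targets of other miRNAs, had log2 fold changes of 0.22 and -0.50. *Actb* had a log2 fold change of -0.36. *Gm26917* held 14.2 ± 0.384% of the counts with IL-1β and 13.4 ± 0.357% with vehicle (SD, n = 4), and was chosen after its values were seen.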
